# The ATP-dependent chromatin remodelling enzyme Uls1 prevents Topoisomerase II poisoning

**DOI:** 10.1093/nar/gkz362

**Published:** 2019-05-20

**Authors:** Amy Swanston, Katerina Zabrady, Helder C Ferreira

## Abstract

Topoisomerase II (Top2) is an essential enzyme that decatenates DNA via a transient Top2-DNA covalent intermediate. This intermediate can be stabilized by a class of drugs termed Top2 poisons, resulting in massive DNA damage. Thus, Top2 activity is a double-edged sword that needs to be carefully controlled to maintain genome stability. We show that Uls1, an adenosine triphosphate (ATP)-dependent chromatin remodelling (Snf2) enzyme, can alter Top2 chromatin binding and prevent Top2 poisoning in yeast. Deletion mutants of *ULS1* are hypersensitive to the Top2 poison acriflavine (ACF), activating the DNA damage checkpoint. We map Uls1′s Top2 interaction domain and show that this, together with its ATPase activity, is essential for Uls1 function. By performing ChIP-seq, we show that ACF leads to a general increase in Top2 binding across the genome. We map Uls1 binding sites and identify tRNA genes as key regions where Uls1 associates after ACF treatment. Importantly, the presence of Uls1 at these sites prevents ACF-dependent Top2 accumulation. Our data reveal the effect of Top2 poisons on the global Top2 binding landscape and highlights the role of Uls1 in antagonizing Top2 function. Remodelling Top2 binding is thus an important new means by which Snf2 enzymes promote genome stability.

## INTRODUCTION

All eukaryotic genomes are organized into chromatin; a complex arrangement of DNA and associated binding proteins. Due to the relative inaccessibility of DNA within chromatin, a universal problem facing eukaryotes is how to access their genetic information. One of the means by which this is achieved is by mechanically altering local chromatin structure through the action of adenosine triphosphate (ATP)-dependent chromatin remodelling (Snf2) enzymes (1). These proteins are ubiquitous amongst eukaryotes (2) and their influence on chromatin structure means that Snf2 proteins affect all DNA-based transactions such as DNA transcription, replication and repair (3). Underscoring their importance, mutations within human Snf2 proteins cause a range of developmental disorders (4,5) and SWI/SNF is the most commonly mutated chromatin-regulatory complex in human cancers (6). The majority of Snf2 proteins act by remodelling nucleosomes (1). However, some Snf2 proteins have been shown to act on non-nucleosomal DNA binding proteins such as TBP (7,8) and Rad51 (9–11). Indeed, for others, their functions remain largely unknown. Here, we use budding yeast to study one such Snf2 factor, *ULS1* and find that its deletion results in hypersensitivity to the Topoisomerase II (Top2) poison acriflavine (ACF).

Top2 is an essential mediator of genome stability due to its ability to disentangle DNA molecules and resolve DNA torsional stress (12). Loss of Top2 causes irreparable defects in cell division whereas blocking Top2 catalytic activity induces massive DNA damage and checkpoint arrest (13). As part of its reaction cycle, Top2 forms a transient protein–DNA adduct termed the cleavage complex (12). If this intermediate is not resolved, it results in the formation of a DNA single-strand or double-strand break next to a covalent Top2–DNA adduct (14,15); both highly cytotoxic lesions. This enzymatic weakness is targeted by Top2-poisons, which act to stabilize the cleavage complex (15). This is in contrast to the mechanism of Top2 catalytic inhibitors, which do not stabilize cleavage complex formation (16). The ability of Top2 poisons to turn Top2′s enzymatic activity against itself makes them an important class of anti-cancer drugs. However, even in non-cancerous cells, excess topoisomerase activity is potentially dangerous as it increases the probability that some topoisomerase molecules will stall as cleavage complexes. Several endogenous protein inhibitors of topoisomerase activity exist in bacteria (17–19). Therefore, it is perhaps a little surprising that equivalent eukaryotic topoisomerase inhibitors have not previously been described.

We find that Uls1 helps to keep Top2 activity in check by altering its chromatin association. Uls1 binds Top2 via a Top2-interaction domain (amino acids 350–655) and has DNA-stimulated ATPase activity. Both Uls1′s Top2 interaction domain and ATPase activity are essential for its function, consistent with the idea that it remodels chromatin-bound Top2. This is in agreement with a recent report showing that the homolog of Uls1 in the distantly related yeast *Schizosaccharomyces pombe*, can displace Top2 from DNA (20). Moreover, we extend these observations by mapping how Uls1 influences the genome-wide binding distribution of Top2 *in vivo*. Using ChIP-seq, we show that ACF causes a general increase in Top2 binding across the genome, except at Uls1 binding sites. Thus, the presence of Uls1 is sufficient to displace Top2 from chromatin after exposure to ACF. Uls1 binding sites are distributed throughout the genome but, in the presence of ACF, become enriched at tRNA genes. Interestingly, many tRNA genes show a *ULS1*-dependent decrease in Top2 binding after ACF treatment. This reveals unexpected complexity in the function of Uls1 and suggests that targeting related human Snf2 proteins may reduce the toxicity associated with Top2 poisons by sensitizing cancers to these drugs (21,22).

## MATERIALS AND METHODS

### Yeast strains

A full strain list (Supplementary Table S1) and plasmid list (Supplementary Table S2) can be found in supplementary information.

### Protein expression and purification

Full length Top2 (HFP185—a gift from J. Berger) and mutants E66Q or I1121V (HFP271, HFP273) were expressed as previously described (23). For WT and E1109Q Uls1 expression (HFP 385, HFP404), plasmids were transformed into HFY155. 6L of YPLG media was inoculated (1:10 ratio) with a saturated overnight culture (SC-URA) and incubated at 30°C for 16 h. Protein expression was induced by the addition of 2% galactose (final) and the culture harvested after 6-h cultivation at 30°C. A cryogenic grinder was used to disintegrate yeast cells. The powder was diluted in Lysis buffer (50 mM HEPES; pH 7.4, 500 mM NaCl, 10 mM imidazole, 10% glycerol, 0.5% Triton X-100 and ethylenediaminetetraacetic acid (EDTA)-free protease inhibitors (Roche)) and spun at 35 000 *g* for 1 h at 4°C. The supernatant was incubated for 30 min with TALON resin (Clontech), washed extensively with TALON wash buffer (50 mM HEPES; pH 7.4, 500 mM NaCl, 10 mM imidazole, 10% glycerol) and eluted with TALON elution buffer (50 mM HEPES; pH 7.4, 500 mM NaCl, 200 mM imidazole, 10% glycerol). The eluted protein was loaded onto a Strep-Tactin XT column 1 ml (IBA), washed with Strep-Tactin wash buffer (50 mM HEPES; pH 8.0, 200 mM NaCl, 10% glycerol) and eluted by Strep-Tactin elution buffer (50 mM HEPES; pH 8.0, 200 mM NaCl, 10% glycerol, 50 mM Biotin). The eluted protein was concentrated using a 10 kDa MWCO Amicon spin column, frozen in liquid N2 and stored in small aliquots at −80°C.

### *In vitro* protein interaction assay

Top2 (prey) was expressed and purified as described above. To obtain the bait protein, BL21(DE3)RIL *Escherichiacoli* was transformed with the relevant plasmids (HFP219, HFP221, HFP222). The cells were grown in TB medium at 37°C until OD600 = 0.4–0.6. Expression was induced with 0.5 mM Isopropyl β-D-1-thiogalactopyranoside (IPTG) and left for 16–18 h at 16°C. The pellets were resuspended in Lysis buffer, sonicated and centrifuged at 4°C, 20 000 *g* for 1 h. The supernatants were added onto TALON resin (Clontech) and incubated at 4°C for 40 min. The resins were washed with TALON wash buffer and eluted with TALON elution buffer. Approximately 0.1 mg of bait protein was pre-bound with 80 μl of Strep-Tactin superflow (IBA) beads and washed with Pulldown buffer (25 mM HEPES; pH 7.5, 150 mM KCl, 3 mM MgCl2, 5% glycerol, 1 mM DTT, 0.1% NP-40). A total of 200 μl of the prey protein (0.1 mg/ml) was added to the beads and incubated together with the bait or empty beads for 1 h at 4°C. Then the beads were washed three times with Pulldown buffer and 20 μl of 5× sodium dodecyl sulphate (SDS)-Sample buffer was added directly to the beads and boiled together with input and flowthrough fractions. The bound fraction is ∼20× more concentrated than input and flow through fractions.

### Topoisomerase activity assays

Decatenation assays were performed using a Topoisomerase II Assay kit (TopoGEN, TG1001-1) except with yeast Top2. The reaction was incubated for 30 min at 30°C and terminated by the addition of 5× Stop buffer. Samples were loaded onto a 1% agarose gel containing 0.5 μg/ml of ethidium bromide and run for 1 h at 4 V/cm. Plasmid linearization assays were performed as described previously (24) with minor modifications. The reaction volume was 20 μl. A total of 2 μl of 1 μM Top2 (homodimer) was added into the tube containing 5 nM pUC19 vector (166.7 ng), ± etoposide or acriflavine in appropriate concentration and 2 μl of 10× reaction buffer (500 mM Tris·Cl; pH 8, 100 mM MgCl2, 5 mM dithiothreitol, 1.5M NaCl, 300 μg/ml bovine serum albumin (BSA)). The mixed reaction was incubated at 30°C for 15 min.

The reaction was terminated by adding 2 μl of 10% SDS. Then 1.5 μl of 250 mM EDTA and 2 μl of 1 mg/ml proteinase K was added, incubating for 2 h at 50°C. Samples were loaded on a 1% agarose gel containing 0.5 μg/ml EtBr with electrophoresis carried out for 3 h at 4 V/cm.

### ATPase assay

An enzyme-coupled ATPase assay based on hydrolysis of ATP coupled to oxidation of NADH was used to measure the protein ATPase activity (25). A total of 15 nM Uls1 and/or 50 μM homodimeric Top2 alone or with 100 μM DNA (purified sheared salmon-sperm DNA, Invitrogen) were mixed together in a buffer containing 50 mM Tris.HCl; pH 7.9, 100 mM KCl, 8 mM MgCl2, 5 mM beta-mercaptoethanol, 200 μg/ml BSA, 2 mM Phospho(enol)pyruvate, 280 μM NADH (Sigma, N7410), 0.5 mM ATP and 1 μl of pyruvate kinase/lactate dehydrogenase mix (Sigma, P0294). The reactions were performed in 100 μl reaction volume in a 96-well plate at 30°C. The oxidation of NADH to NAD+ was monitored by measuring of the fluorescence (Excitation—340 nm, Emission—440m) every 30 s for 30 min using a Spectramax Gemini XPS microplate reader. Titration of increasing concentration on NADH was used to obtain a standard curve for each measurement. The background signal was subtracted from each sample before plotting the results into the graph.

### Chromatin immunoprecipitation

Cells were grown to OD_600_ of 0.6, split in two and then incubated with or without ACF for two hours. Yeast in ACF containing media were spun and re-suspended in an equivalent volume of fresh YPD before crosslinking with 1% formaldehyde for 10 minutes and quenching with 140 mM glycine.

Yeast were disrupted using homogenization beads (0.5 mm diameter, Thistle Scientific 11079105) in 200 μl lysis buffer (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, protease inhibitors). They were bead beaten in a FastPrep disruptor for 5 × 30 s at power setting 6.5, with cooling on ice between each cycle. Lysates were diluted in a further 300 μl lysis buffer and spun for 15 min at 15 000 rpm at 4°C. The pellet was resuspended in 300 μl lysis buffer in a 1.5 ml Bioruptor tube (Diagenode, C30010016) and chromatin sheared using a Bioruptor Pico, 10 cycles of 30 s on/off (DNA should be sheared to fragments of 250–500 bp). This was centrifuged at 8000 rpm for 5 min at 4°C and the supernatant used for ChIP.

A total of 25 μl magnetic Protein A/G beads (Fisher, 11844554) and 1 μg antibody (anti-FLAG: Sigma, F3165 or anti-HA: Roche, clone 3F10, ROAHAHA) per test condition are added to 500 μl 5 mg/ml PBS–BSA which is rotated for 1 h at 4°C. This was washed with lysis buffer and then incubated with ChIP extract for 3 h at 4°C. Beads are washed twice with lysis buffer for 5 min and then twice with wash buffer (100 mM Tris pH 8, 250 mM NaCl, 0.5% NP-40, 0.5% sodium deoxycholate, 1 mM EDTA, protease inhibitors) before elution in 60 μl TE, 1% SDS at 65°C for 15 min.

To prepare protein samples for gel-electrophoresis, samples are un-crosslinked by boiling at 95°C for 15 min before loading onto the gel. To prepare DNA for purification, 1% SDS is added to input, 0.5 μl RNase A (10 mg/ml) is added to both input and IP DNA, and both samples are un-crosslinked overnight at 65°C in a polymerase chain reaction (PCR) machine. A total of 0.5 μl Proteinase K (20 mg/ml) is added after uncrosslinking and samples incubated for 1 h at 65°C. DNA was purified using Qiagen QIAquick PCR purification kit (Qiagen, 28106) as per specifications, eluting in 50 μl H2O.

### DNA sequencing and ChIP-seq analysis

Adaptor sequences were ligated onto ChIPed DNA using T4 DNA ligase and amplified using Phusion DNA polymerase. This was run on a 1% agarose gel to remove adaptor sequences and the amplified DNA excised and purified using Qiagen MiniElute columns. Next generation DNA sequencing was carried out at Tayside Centre for Genomic Analysis. Sequencing quality was checked using FASTQC (26) and adapters removed using cutadapt (27). Reads were mapped to the *Saccharomyces cerevisiae* W303 genome using BWA (28). Peak calling was carried out using MACS2 (29) and differential analysis comparing peak regions between different datasets was performed using BEDTools (30). A detailed description of library preparation and bioinformatics analysis (Supplementary methods) can be found in supplementary information.

## RESULTS

### Excess Top2 activity is toxic to *uls1Δ* cells

Deletion of *ULS1* does not result in a dramatic growth defect or in sensitivity to a variety of DNA damaging drugs (Supplementary Figure S1A). This apparent absence of phenotype initially hindered our attempts to understand its function. However, a previous large-scale chemogenetic screen identified ACF as a drug that specifically kills *uls1Δ* yeast (31) and we confirmed the potent toxicity of ACF (Figure 1A). ACF has been described as having antibacterial (32), antimalarial (33) and anti-cancer properties (34). This broad range of activity is likely due to the fact that ACF inhibits type II topoisomerase activity *in vitro* (33,35). We show that in budding yeast, ACF acts as a Top2 poison rather than as a Top2 catalytic inhibitor. ACF stabilizes Top2 cleavage complex formation *in vitro* and ACF toxicity is enhanced by Top2 over-expression *in vivo* (Supplementary Figure S1B and C)—both hallmarks of Top2 poisons. Our data are consistent with a previous study showing that acriflavine stabilizes the formation of type II topoisomerase cleavage complexes within trypanosome mitochondria *in vivo* (36). To explore the pathways targeted by ACF in yeast, we isolated spontaneous ACF suppressor mutants of *uls1Δ* strains in a forward genetic screen. Of the eight independent suppressor colonies tested, all contained single point mutations within TOP2, two of which were identified multiple times (Figure 1B). Furthermore, the ACF-dependent sensitivity of *uls1Δ* strains is suppressed by *top2-1* mutation at its semi-permissive temperature but not by loss of Top1 (Supplementary Figure S1D). These data show that Top2 is the most significant factor mediating ACF toxicity in yeast.

**Figure 1.**
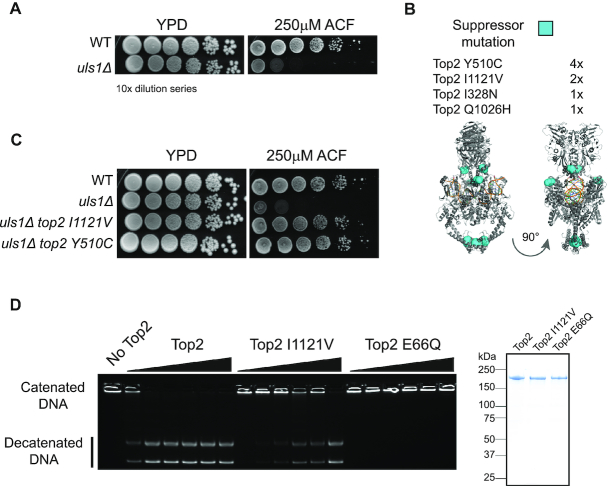
*ULS1* deletion causes sensitivity to ACF due Top2 activity. (**A**) The 10-fold serial dilutions of WT (HFY9) or *uls1Δ* (HFY71) yeast on rich media (YPD) or drug containing plates (ACF). (**B**) Identification of isolated suppressor mutants and their location within the structure of the Top2 dimer (PDB ID: 4GFH). (**C**) Top2 point mutations were introduced into independent yeast strains to verify they are causing suppression. *top2 I1121V* (HFY264) and *top2 Y510C* (HFY263) alleles fully supress the ACF sensitivity of *uls1Δ* (HFY71) such that the grow identically to WT (HFY9) on ACF. (**D**) *In vitro* decatenation assay. A total of 200 nM of kinetoplastid DNA was incubated for 30 min at 30°C with 0, 3, 6, 12, 25, 50 or 100 nM Top2 before being run out on a 1% agarose gel. Top2 containing the suppressor mutation I1121V (HFP273) is ∼16-fold less active than wild-type Top2 (HFP 185) but still has significantly more activity than the ATPase dead Top2 E66Q (HFP271). A Coomassie-stained protein gel on the right illustrates the purity of expressed Top2 constructs.

To test whether *uls1Δ* cells are generally sensitive to Top2 poisons, we additionally tested the Top2 poison, ellipticine. This was done in a sensitizing *rad51Δ* genetic background to more accurately detect an effect, as *ULS1* has previously been shown to have genetic interactions with mutants of the homologous recombination DNA repair pathway (37,38). We find that *ULS1* deletion results in sensitivity to ellipticine only in a sensitizing background (Supplementary Figure S2A). This may reflect subtle differences in the mode of drug action (39,40) or uptake. Indeed, Top2 poisons such as etoposide are poorly taken up by yeasts, meaning that drug sensitivity in wild-type cells is typically only observed in genetic backgrounds that contain plasma membrane pump mutations (20,41). In contrast, we find that ACF uptake from agar plates is very efficient, even in strains without membrane pump mutations. We have taken advantage of this to carry out a genome-wide deletion library screen for ACF sensitivity in an otherwise wild-type yeast background, which will be published elsewhere. We introduced the TOP2 alleles identified in our ACF suppressor strains into independent yeast strains. This confirmed that the suppression phenotype observed was solely due to mutations in TOP2 and not of any other factor (Figure 1C). The suppression of the initial *uls1Δ* ACF sensitivity was complete as *uls1Δ top2 I1121V* or *uls1Δ top2 Y510C* double mutant cells grew indistinguishably from wildtype (Figure 1C). This further reinforces the notion that Top2 is the key target of ACF *in vivo*. Whilst we cannot exclude that ACF affects other cellular pathways, if it does, they do not significantly affect cellular growth or viability.

The ACF suppressor mutations identified did not cluster within the three-dimensional Top2 protein structure (Figure 1B), making it unlikely that they were affecting a protein–protein interaction. Instead, we hypothesized that the suppressor mutations were influencing Top2 catalytic activity. To test this, we purified wild-type and mutant yeast Top2 and carried out *in vitro* decatenation reactions. As seen in Figure 1D, Top2 I1121V was able to unlink the interlocked rings of kinetoplastid DNA, in contrast to the ATPase dead Top2 E66Q allele. However, Top2 I1121V was ∼16-fold less active than wild-type. These data are consistent with ACF acting as a Top2 poison as reduced Top2 enzymatic activity results in lower drug toxicity. Consequently, the most likely reason that *uls1Δ* cells are more sensitive to ACF than wild-type is that they have increased Top2 activity. This antagonism between Uls1 and Top2 is not just drug dependent as overexpression of Top2 is toxic to *uls1Δ* yeast, even in the absence of ACF (Supplementary Figure S1B).

### Amino acids 350–650 within Uls1 mediate physical interaction with Top2

Having established a genetic interaction between Top2 and Uls1, we asked the question whether these two proteins interact physically. Using a yeast 2-hybrid (Y2H) assay, we detected weak but reproducible binding between full-length Uls1 and full-length Top2 *in vivo*. Furthermore, we could narrow down the region of Uls1 required for Top2 interaction to fragment 350–655 (Figure 2A). To verify that the Uls1-Top2 binding interaction observed was direct, we assayed their ability to interact *in vitro*. Using purified proteins, we confirmed that Uls1 fragment 350–655 binds to Top2 *in vitro* (Figure 2B). This region of Uls1 contains several putative SUMO-interaction motifs (SIMs) (42) and is able to bind SUMO by Y2H assay (Supplementary Figure S3A). Moreover, Top2 can be sumoylated *in vivo* (43). However, the purified Top2 used in our *in vitro* binding assays had no detectable sumoylation, as determined by mass spectrometry (data not shown). Therefore, Uls1 binding to Top2 is unlikely to require Top2 sumoylation, although it might be enhanced by it.

**Figure 2.**
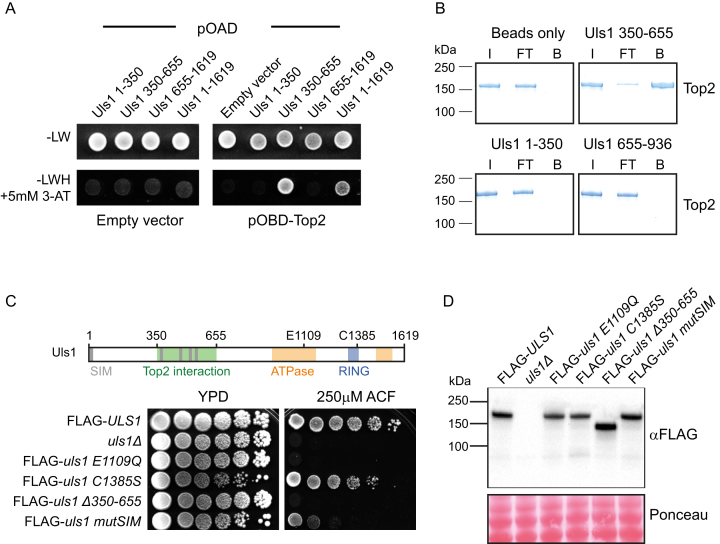
Physical interaction of Uls1 and Top2 is important for Uls1 function. (**A**) Yeast 2-hybrid assay. Yeast containing the indicated combination of Gal4 activator domain (pOAD) and Gal4 binding domain (pOBD) plasmids were grown on control (-LW) plates and assay (-LWH with 5 mM 3-Amino-1,2,4-triazole) plates. Full length Uls1 (HFP136) and Uls1 350–655 (HFP133) interact with Top2 (HFP 185) but not the empty vector control (HFP122). In contrast, Uls1 fragments 1–350 (HFP193) and 655–1619 (HFP134) do not bind Top2. (**B**) *in vitro* pulldown of full length Top2 with the indicated fragments of Uls1 bound to agarose beads showing input (I), flow-through (FT) and bound (B) fractions. (**C**) Diagram of Uls1 domain architecture. Serial dilutions of the indicated genotypes were assayed for viability on 250 μM ACF. Mutation of Uls1 ATPase function (*uls1 E1109Q*-HFY275) or deletion of its Top2 interaction domain (*uls1 Δ350-655*-HFY225) mimics *uls1Δ* (HFY71). In contrast, mutation of ULS1′s RING finger (uls1 C1385S-HFY230) has hardly any effect on ACF sensitivity whereas mutation of its five putative SIMs (HFY261) has a moderate effect on ACF sensitivity. (**D**) Western blot of the same constructs used in C, indicating equivalent expression levels. Ponceau-stained membrane is used a loading control.

To assess the functional significance of Uls1–Top2 interaction, we introduced a range of mutations into the endogenous *ULS1* gene and FLAG-tagged it to monitor its expression level. Strikingly, deletion of the Top2 interaction domain, *uls1 Δ350-655*, mimicked complete loss of *ULS1* (Figure 2C). In contrast, mutating all predicted SIMs in Uls1 resulted in only moderate ACF sensitivity. These data show that Top2 interaction is essential for Uls1 activity whereas SUMO-binding merely promotes it. As expected for a Snf2-family enzyme, mutating the Walker B motif (E1109Q) within the ATPase domain of Uls1 completely inactivated its function. However, mutating Uls1′s RING domain (C1385S) had no significant effect (Figure 2C). It is important to note that none of the phenotypes observed are due to altered Uls1 protein levels (Figure 2D). Uls1 has previously been proposed to act as a SUMO-targeted Ubiquitin Ligase (STUbL), with SUMO-targeting being mediated via its SIMs and the RING domain acting as an E3 Ubiquitin ligase (42). However, in the context of ACF resistance, we see that Uls1′s RING domain is dispensable, and that SIMs play an important but non-essential role. Therefore, it appears unlikely that Uls1 is acting as a STUbL on Top2 and indeed, Top2 protein levels do not change significantly in *uls1Δ* strains compared to WT, neither in the presence or absence of ACF (Supplementary Figure S3B and C). However, we cannot exclude the possibility that that the absence of ULS1 has an indirect effect—perhaps by affecting Slx5/8 StUbL activity.

### Uls1 has weak DNA stimulated ATPase activity

ATP-hydrolysis is an essential feature of all Snf2 proteins (1). To characterize Uls1′s ATPase activity, we attempted to purify the full-length protein from yeast. However, Uls1 is a large (184 kDa), low abundance protein and overexpressing it in yeast or Sf9 insect cells gave very poor yields. We noticed that deleting the first 349 amino acids of Uls1 resulted in a significant increase in yeast expression (data not shown). Amino acids 327–350 contain a predicted nuclear localization signal. However, in terms of catalytic function, the Uls1 Δ1-349 protein is fully active (Supplementary Figure S3D) and therefore suitable for biochemical characterization.

Uls1 ATP hydrolysis was monitored via a coupled enzymatic reaction utilizing pyruvate kinase and lactate dehydrogenase to oxidize NADH (25) (Figure 3A). We find that Uls1 displayed weak DNA-stimulated ATPase activity (Figure 3B). This ATPase activity is due to Uls1 and not a contaminating protein as it was abolished in an ATPase mutant (E1109Q) version of Uls1 (Figure 3B and C). We also tested whether Uls1′s ATPase activity would be activated by Top2 *in vitro*. However, we were unable to detect any measureable Uls1-dependent increase in ATPase activity in the presence of Top2 (Supplementary Figure S4A and B). This was also true if we used a version of Top2 with a 5×SUMO tag on its C-terminus to mimic endogenous sumoylation (data not shown). These assays were hampered by the very low amounts of Uls1 that we were able to purify. It is possible that the concentrations of Uls1 used may be below its association constant for Top2 or that we have not used appropriate reaction conditions, making it difficult to draw strong conclusions from these experiments. However, importantly, we have been able to show that purified Uls1 has DNA-stimulated ATPase activity. To the best of our knowledge, all Snf2-family enzymes tested have shown DNA-stimulated ATPase activity *in vitro* as they all act on DNA-bound substrates *in vivo* (8,44–46). Therefore, Uls1 behaves functionally as a *bone fide* Snf2 protein.

**Figure 3.**
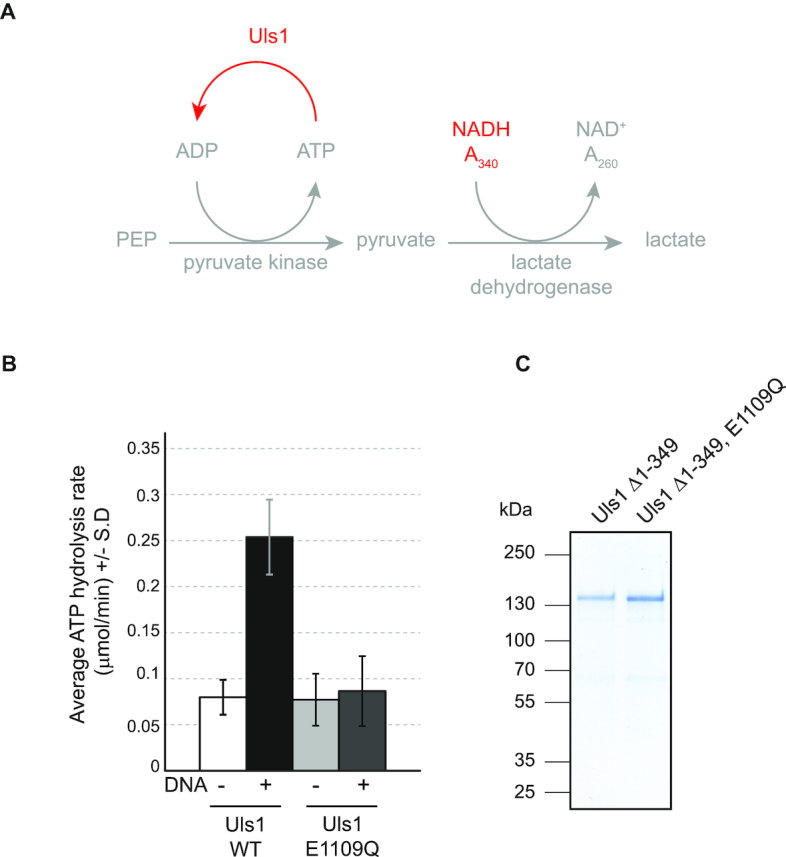
Uls1 has DNA-stimulated ATPase activity. (**A**) Scheme of the coupled ATPase assay used, reactions were carried out at 30°C and A340 measurements taken every 10 s for 30 min. (**B**) ATP hydrolysis rates for the indicated proteins. The graph shows the average ± the standard deviation of three independent experiments. A total of 15 nM Uls1 was incubated with or without 100 μM salmon sperm DNA. (**C**) A Coomassie-stained protein gel on the right illustrates the purity of the purified Uls1 constructs Uls1 Δ1-349 (HFP385) and Uls1 Δ1-349, E1109Q (HFP404).

### Deletion of *ULS1* results in a global increase in acriflavine-stabilized Top2 on DNA

Because of the antagonistic relationship between Uls1 and Top2 activity (Figure 1B and D), we decided to test whether Uls1 influenced Top2 localisation *in vivo*. To this end, we performed ChIP-seq on strains with an extra HA-tagged copy of TOP2 under the control of its endogenous promoter in wild-type (HFY250) and *uls1Δ* (HFY252) cells both in the presence and absence of 250 μM ACF. These strains were used as they show the expected ACF sensitivity in a *uls1Δ* background. In contrast, a *uls1Δ* strain where only the endogenous copy of TOP2 is HA-tagged has suppressed ACF sensitivity (Supplementary Figure S3B). Four independent ChIP replicates of each condition were pooled to form two DNA sequencing replicates which were aligned to the W303 genome reference (47) using BWA (28) and subjected to automated peak calling by MACS2 software (29). As expected of a Top2 poison, we saw that ACF caused an increase in the number of Top2 peaks called (Supplementary Figure S5A). Importantly, ACF also caused a significant increase in the intensity of Top2 peaks. Due to the large number of data points involved, statistical significance was assessed using Cohen's d (*d*), which measures effect sizes based on the difference between two means. Cohen's *d*-values of 0.2, 0.5 or 0.8 typically denote a small, medium or large effect, respectively (48). By performing a pairwise comparison of common peaks, we saw that the addition of ACF resulted in a modest increase (*d* = 0.49) in the average Top2 peak intensity in wildtype cells (Figure 4A). Strikingly, the increase in Top2 peak intensity after ACF treatment in a *uls1Δ* strain (Figure 4B) was much more pronounced (*d* = 1.56). By directly comparing common Top2 peaks between wild-type and *uls1Δ* cells exposed to ACF, we could confirm that significantly more Top2 (*d* = 0.62) becomes DNA-bound in *uls1Δ* cells compared to wild-type (Figure 4C). These data explain the genetic interactions we had seen and suggest that *uls1Δ* cells exposed to ACF die because an excessive amount of Top2 becomes bound to chromatin. The changes in Top2 binding are unlikely to be due to altered cell cycle profiles as, over the time course of our experiments, we only observe mild G2/M arrest in ACF treated *uls1Δ* cells (Supplementary Figure S5B). Top2 ChIP qPCR in strains where only the endogenous TOP2 gene is HA-tagged confirmed the trends we were seeing via ChIP-seq (Supplementary Figure S5C). These data also suggest that TOP2 copy number does not bias ACF-dependent changes in Top2 chromatin association.

**Figure 4.**
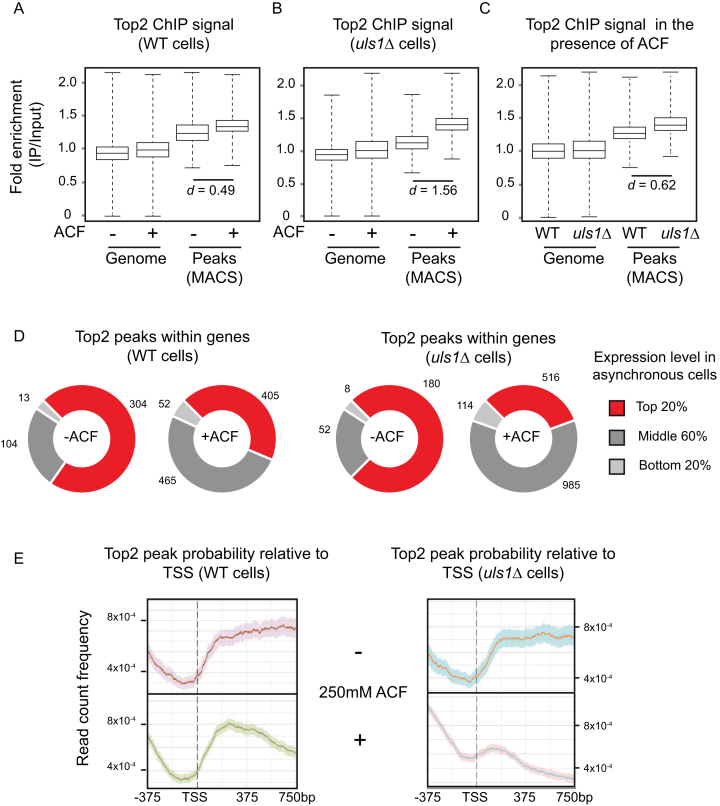
Uls1 controls Top2 chromatin binding in the presence of ACF. (**A**) Pairwise comparison of the average ChIP enrichment across all mapped reads (Genome) and specifically within common regions called as peaks by MACS2 (Peaks) in wild-type cells (HFY250) both in the presence or absence of 250 μM ACF. Top2 peaks become significantly more intense when ACF is added, Cohen's *d* = 0.49. (**B**) The same as in A, except in *uls1Δ* cells (HFY252) showing that the effect of ACF is exacerbated, Cohen's *d* = 1.56. (**C**) Pairwise comparison of the average ChIP enrichment in the presence of 250 μM ACF. Comparing common ACF-dependent peaks between wildtype (HFY250) and *uls1Δ* (HFY252) cells indicates that there is significantly more Top2 bound in *uls1Δ*, Cohen's *d* = 0.62. (**D**) Association of Top2 peaks within genes and the expression level of those genes in asynchronous culture under exponential growth. Expression data were taken from (45) and the number of peaks within each group is displayed next to the graph. (**E**) Normalized Top2 peak probability relative to the TSS of RNAP II transcripts in wild-type (HFY250) or *uls1Δ* (HFY252) cells in the presence or absence of ACF. The solid line displays the average with 95% confidence intervals indicated by the shaded area.

Top2 is known to be associated with ongoing transcription (49). Consistent with this, we find that when Top2 peaks are near genes, these are highly expressed under conditions of exponential growth (50) (Figure 4D). The addition of ACF results in an overall increase in Top2 peak number as well as the distribution of peaks becoming much less biased toward highly expressed genes. This shows that ACF-dependent Top2 peaks are associated with genes but are largely uncoupled from their initial transcription level in unperturbed cells. Interestingly, a similar trend in seen with human cells, where TOP2A-dependent cleavage complex formation within protein coding genes is independent of transcription level (51). By plotting Top2 peak probability relative to the transcription start site (TSS) of the ‘average’ RNA Pol II transcribed gene, we find that Top2 is more likely bound within gene bodies both in WT and *uls1Δ* cells (Figure 4E). Interestingly, this pattern is largely unchanged when WT cells are exposed to ACF. In contrast, *uls1Δ* cells exposed to ACF display a dramatic change such that Top2 peaks are now more likely to be found upstream of the TSS within intergenic regions rather than within coding sequences (Figure 4E). Therefore, *uls1Δ* cells exposed to ACF not only have increased levels of Top2 bound to DNA but its distribution across genes becomes markedly disrupted.

### Uls1-bound regions do not accumulate Top2 after exposure to ACF

We decided to map Uls1 binding sites by performing ChIP-seq on a FLAG-tagged Uls1 strain in the presence and absence of ACF. We used 100μM ACF as Uls1 activity is essential at this concentration (Supplementary Figure S2B and C) and higher drug concentrations disrupted Uls1 pulldown (data not shown). Overall, there was a slight decrease in the number of unique Uls1 peaks in the presence of ACF and no significant change (*d* = 0.05) in the average Uls1 peak intensity (Figure 5A). This indicates that the absolute level of chromatin-bound Uls1 remains largely unchanged by ACF. However, ACF does re-distribute Uls1 to regions upstream of RNA Pol II genes (Figure 5B).

**Figure 5.**
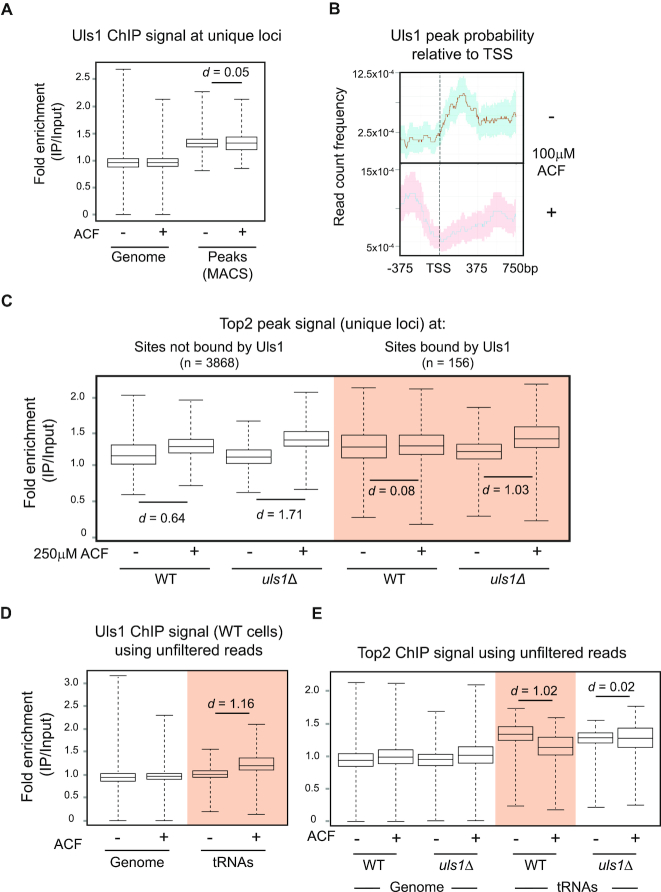
Uls1 binding sites do not accumulate Top2 in the presence of ACF. (**A**) Pairwise comparison of the average Uls1 ChIP enrichment (HFY176) across all mapped reads (Genome) and specifically within peak regions ± 100 μM ACF. The level of Uls1 chromatin binding is independent of ACF. (**B**) Normalized Uls1 peak probability relative to the TSS of RNA Pol II transcribed genes in the presence or absence of ACF. The solid line displays the average with 95% confidence intervals indicated by the shaded area. (**C**) Comparison of the average Top2 ChIP enrichment (using filtered reads) between regions that are either bound or unbound by Uls1 ± 250 μM ACF. In contrast to unbound sites, Uls1 binding sites do not accumulate Top2 in the presence of ACF. This effect is *ULS1* dependent. (**D**) Pairwise comparison of the average Uls1 ChIP enrichment using unfiltered reads across the genome and specifically within tRNA genes ± 100 μM ACF. Uls1 becomes enriched at tRNA genes in the presence of ACF, Cohen's *d* = 1.16. (**E**) Same as (D) except looking at Top2 ChIP. ACF causes loss of Top2 from tRNA genes, which is *ULS1* dependent.

To test our hypothesis that Uls1 was directly influencing Top2 *in vivo*, we compared the behaviour of Top2 peaks that either did or did not overlap with Uls1 peaks. At Top2 peaks that do not overlap with Uls1, ACF caused an increase in the amount of Top2 bound to DNA and this effect was exacerbated in *uls1Δ* cells (Figure 5C). This was similar to the trends we had observed previously (Figure 4A and B). However, strikingly, at Top2 peaks that overlap with Uls1, ACF did not cause any significant increase (*d* = 0.08) in Top2 levels. Importantly, in *uls1Δ* cells, the addition of ACF resulted in an increase (*d* = 1.03) in Top2 binding at these sites (Figure 5C). These data support the model that Uls1 acts to remove Top2 trapped on chromatin by ACF.

When we looked specifically for ACF-dependent Uls1 binding sites, tRNA genes stood out. These accounted for 21% of all Uls1 peaks in the presence of ACF, but only 4% in untreated cells (Supplementary Figure S6A). Most tRNA genes are duplicated in the yeast genome, with some present in as many as 16 copies per cell (52). Our standard bioinformatic analysis filters out sequence reads that map to multiple genomic locations. Therefore, due to their repetitive nature, we might be missing relevant information. By analysing unfiltered sequence reads, we see that Uls1 signal at tRNAs increases significantly (*d* = 1.16) after the addition of ACF (Figure 5D). Indeed, after looking at other repetitive loci (telomeres, rDNA and Ty retrotransposons), tRNA genes are the only regions where Uls1 signal increases significantly after ACF treatment (Supplementary Figure S6B). Importantly, we also observe an antagonistic relationship between Uls1 and Top2 at tRNA genes. ACF caused a significant decrease (*d* = 1.02) in Top2 signal at tRNA genes which was *ULS1*-dependent (Figure 5E). Thus, the presence of Uls1 prevents ACF-dependent Top2 accumulation at tRNA genes as it does at other genomic loci.

## DISCUSSION

We show here that Uls1 can suppress Top2 activity by removing Top2 that becomes chromatin-bound when cells are exposed to the Top2 poison ACF. Our ChIP procedure cannot differentiate between a true Top2 cleavage complex and Top2 that is non-covalently bound to DNA. However, the distribution of ACF-dependent Top2 peaks in yeast are consistent with the behaviour of *bona fide* TOP2A cleavage complexes in human cells (51) as both are independent of transcription level. This suggests that Top2 poisons are opportunistic in their mode of action and will trap Top2 molecules wherever they are found.

Although ACF leads to a general increase in Top2 binding to chromatin, there are a few regions including ribosomal protein genes (Supplementary Figure S5D), tRNA genes and the rDNA locus (Supplementary Figure S6C) where ACF resulted in a decrease in the amount of Top2 bound. It is not immediately clear why ACF should cause less Top2 to be DNA-bound at these sites. However, it is possible that stalled Top2 at these highly transcribed genes is more easily detected and targeted for degradation. Indeed, one of the main mechanisms of recognizing Top2 adducts is via collision with the transcription machinery (53). Overall, the effects of ACF become exacerbated when *ULS1* is deleted: more Top2 peaks are found and their signal intensity is higher, consistent with more Top2 becoming chromatin-bound. We see that Uls1 tends to bind close the to 5′ end of RNA Pol II gene coding regions, in agreement with what has been observed for several other Snf2 proteins (54,55). In the presence of ACF, a significant fraction of Uls1 relocalizes to tRNA genes. Importantly, at Uls1 peaks, there is no ACF-dependent increase in chromatin-bound Top2, suggesting that Uls1 removes Top2 from DNA (Figure 6A and B).

**Figure 6.**
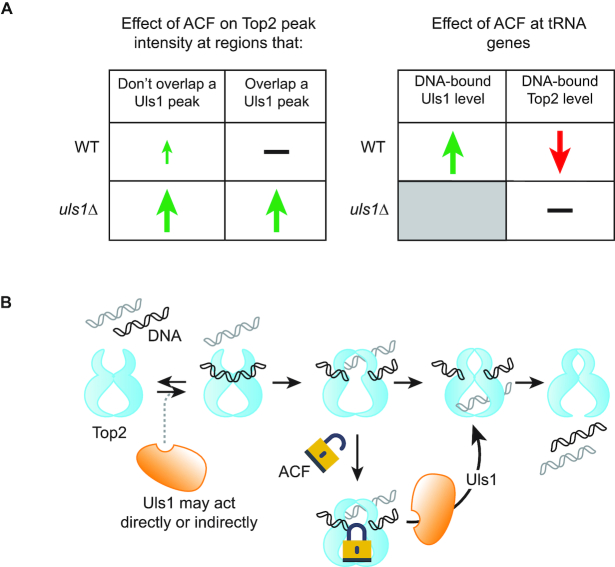
Model of how Uls1 and acriflavine influence Top2 DNA binding. (**A**) Summary of ChIP data describing how Uls1 antagonizes the ACF-dependent increase in Top2 binding throughout the genome. (**B**) Model of how Uls1 might remodel a Top2 cleavage complex by promoting DNA-stimulated Top2 ATPase activity leading to movement of the transfer DNA (grey) and resolution of the Top2-DNA bonds within the guide DNA (black). Given that *uls1Δ* cells appear to have fewer Top2 peaks in the absence of ACF, it is possible that Uls1 may have an indirect role in promoting initial Top2 binding to DNA.

We do not always see a direct anti-correlation between DNA-bound Top2 and Uls1. This may, in part, be because there is almost 30 times more Top2 than Uls1 in a yeast cell (56). Consequently, deletion of *ULS1* results in ACF-dependent changes in Top2 binding at far more sites than we see Uls1 binding to. We cannot exclude that some of these effects are indirect. Moreover, Uls1-Top2 interaction may be dynamic and so Uls1 may only interact transiently at any given site before dissociating away to bind another region. This is not atypical for Snf2 proteins whose ATPase activity can influence substrate binding (57,58).

The precise mechanism by which Uls1 remodels Top2 to release it from the cleavage complex is uncertain. We see that Uls1 function is completely dependent on its ATPase activity, partially dependent on SUMO interaction and independent of its RING domain. This suggests that, at least within this context, Uls1 is not acting as a STUbL to degrade proteins (42). Snf2 proteins are known to translocate along DNA in an ATP-dependent manner (59). We therefore speculate that Uls1 may use its DNA translocase activity to alter Top2–DNA interactions. This may displace Top2 from DNA or potentially alter the precise orientation of DNA within a Top2 cleavage complex and so stimulate Top2′s intrinsic ATPase activity to release itself from DNA (23). It is not clear at this stage why Uls1 is recruited to tRNA genes to remodel Top2. There is very little published literature linking tRNA genes with Top2. However, topoisomerase activity appears to be largely dispensable for tRNA transcription in yeast (60). Therefore, it is possible that Uls1 is being recruited to tRNA genes to deal with stalled Top2 not because of an effect on tRNA expression but because of replication fork arrest, which occurs primarily at tRNA genes in yeast (61). Indeed, we do not observe dramatic changes in tRNA levels in either WT or *uls1Δ* cells exposed to ACF compared to YPD (Supplementary Figure S6D). However, given the long half-lives of tRNAs and the fact that we are looking at rather short exposure times to ACF, it is difficult to exclude transcriptional effects altogether.

Utilizing Uls1 to remodel trapped Top2 may be particularly important in lower eukaryotes. Although Tdp1 is able to process both Top1 and Top2 complexes (62), yeasts lack Tdp2 which specifically cleaves the 5′-phosphotyrosyl bond within covalent Top2–DNA complexes in mammals (63,64). It remains to be seen whether mammalian homologs of Uls1 can carry out analogous Top2 remodelling reactions. If so, it opens up the possibility of targeting these Snf2 proteins in combination with Top2 poison treatment to potentiate anticancer therapies.

## DATA AVAILABILITY

ChIP-seq data available from GEO, accession number GSE123707.

## Supplementary Material

gkz362_Supplemental_Files

# Supplementary material for: The ATP-dependent chromatin remodelling enzyme Uls1 prevents Topoisomerase II poisoning
**Source:** Nucleic Acids Res. 2019 May 20;47(12):6172–83. doi: 10.1093/nar/gkz362
**Supplement:** gkz362_Supplemental_Files

A

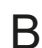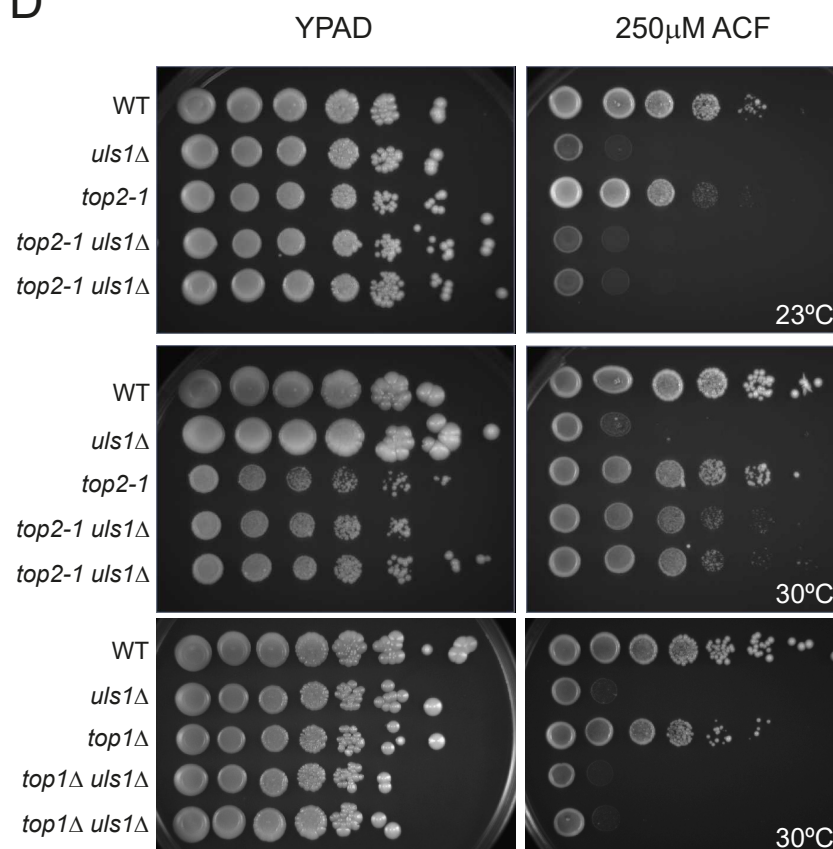

Supplementary Figure S2

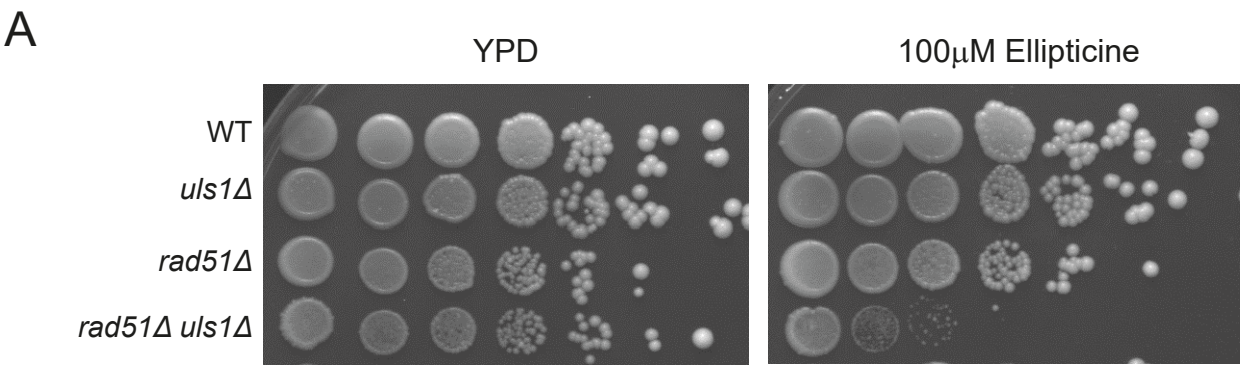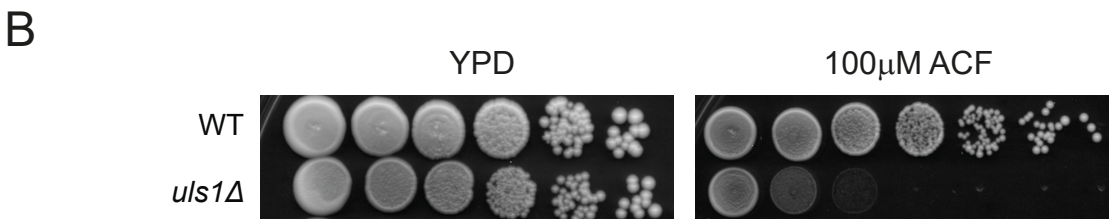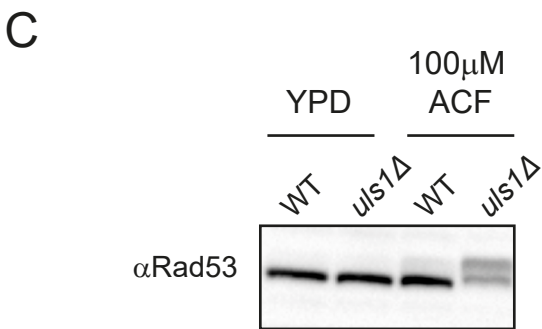

Supplementary Figure S3

A

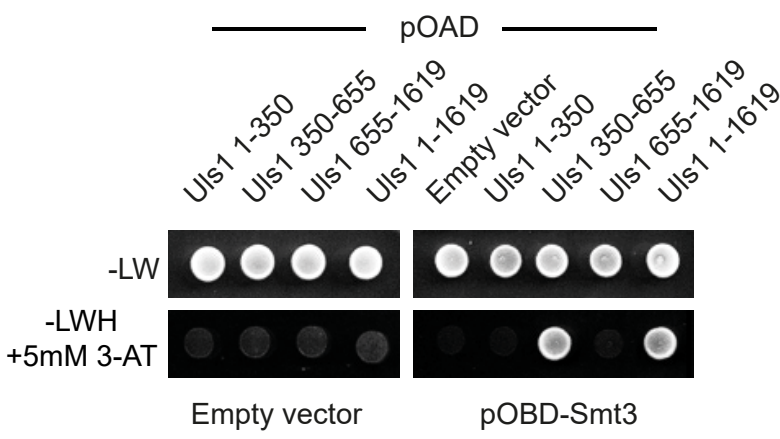

B

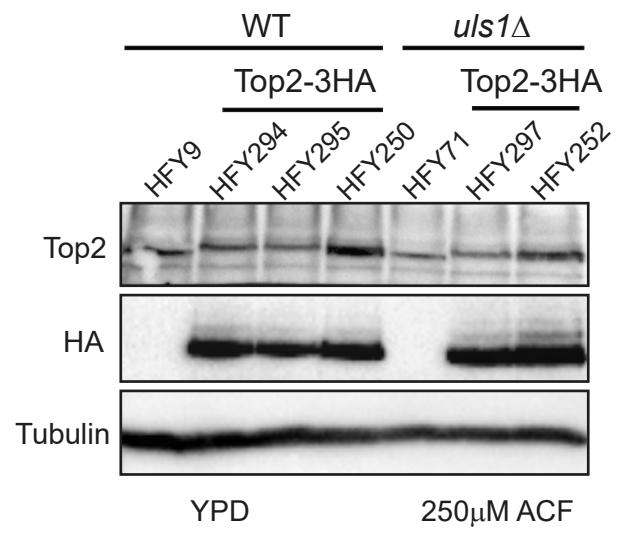

C

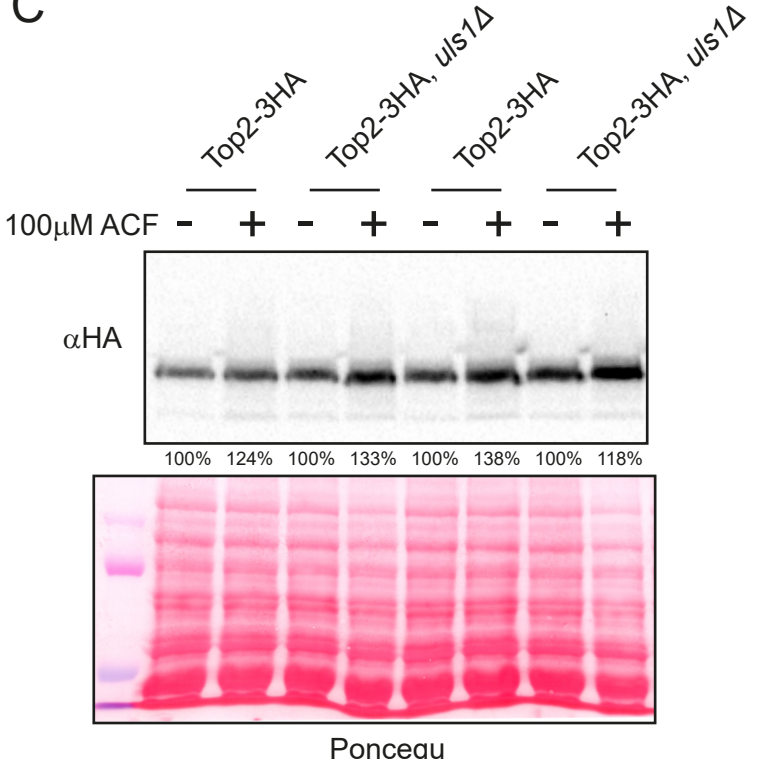

D

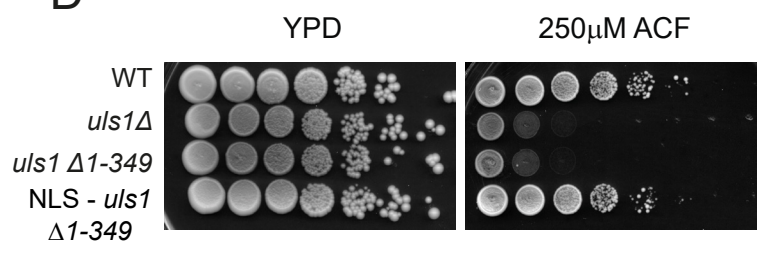

Supplementary Figure S4

A

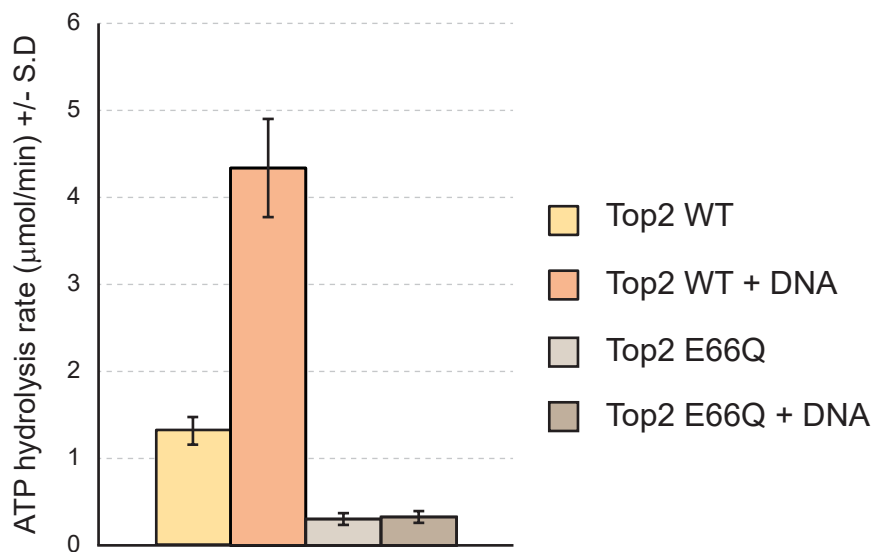

B

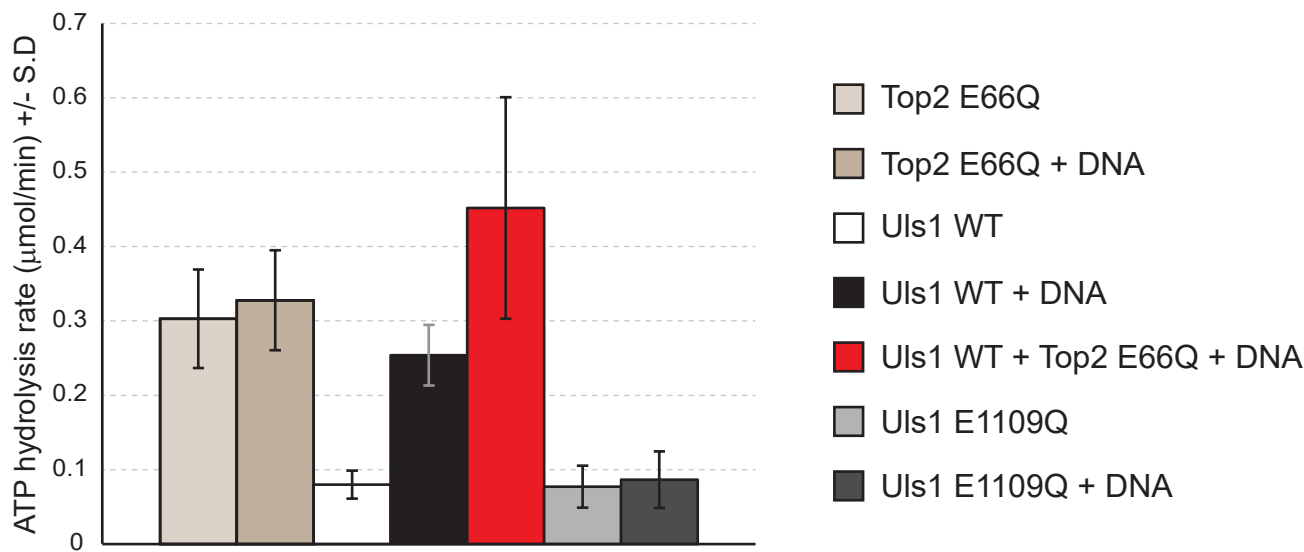

Supplementary Figure S5

A

Annotation	Number of peaks in condition			
	Top2 YPD WT	Top2 YPD <i>uls1</i> Δ	Top2 ACF WT	Top2 ACF <i>uls1</i> Δ
Gene	435	253	948	1650
Other	115	74	180	384
tRNA	74	47	42	71
ARS	4	3	5	14
Total peaks	628	377	1175	2120

B

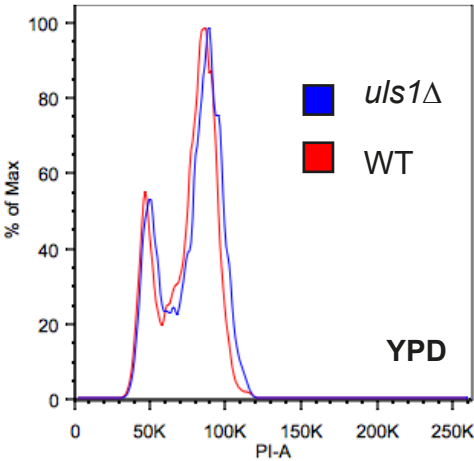

C

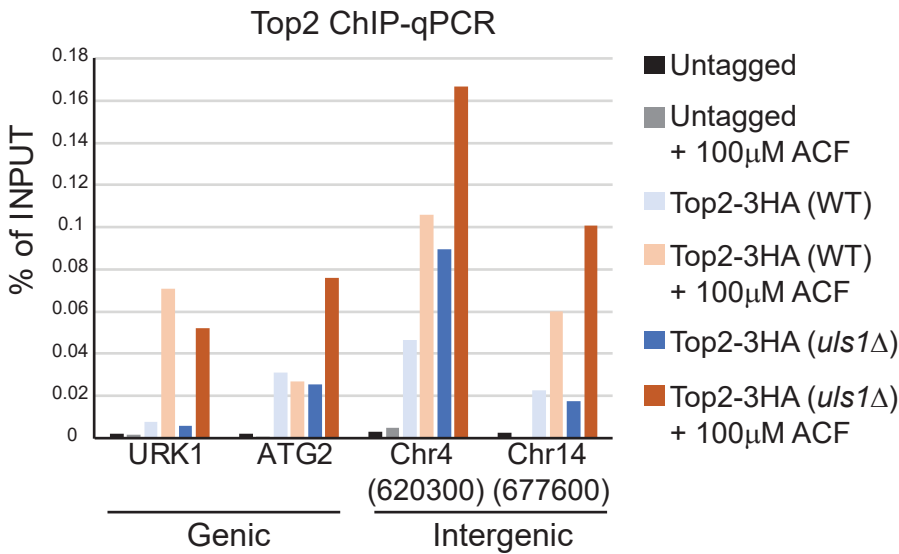

D

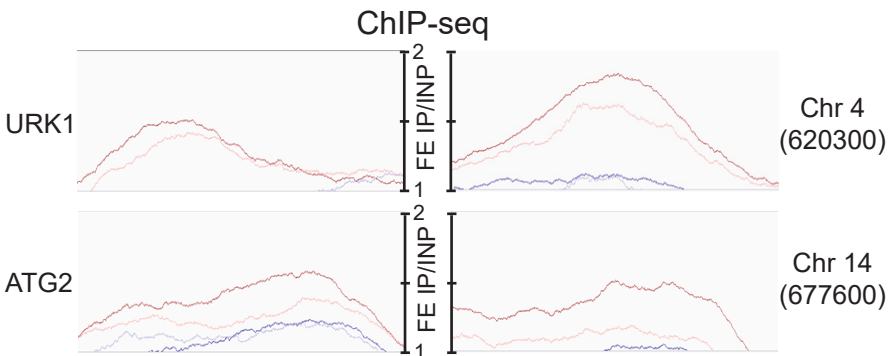

PANTHER GO-Slim Molecular Function

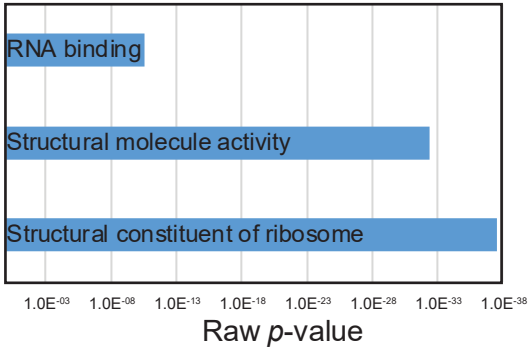

Supplementary Figure S6

A

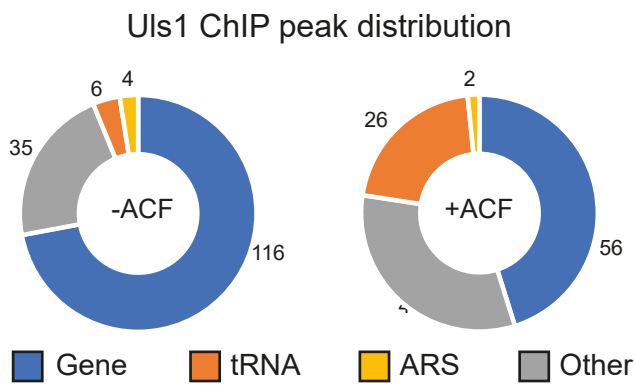

D

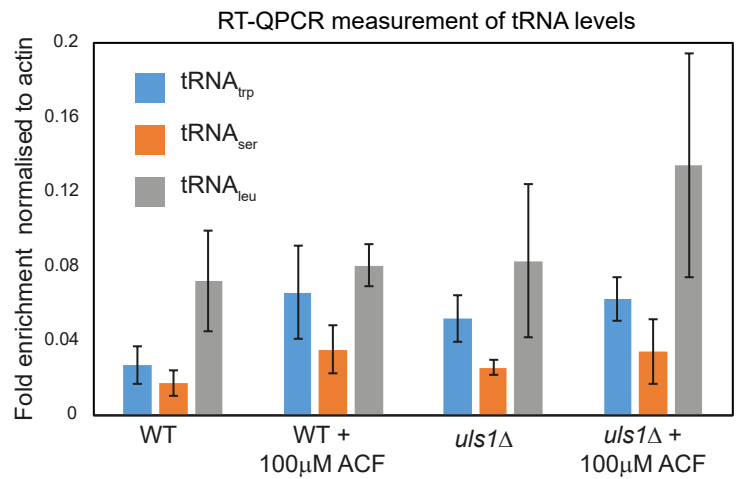

B

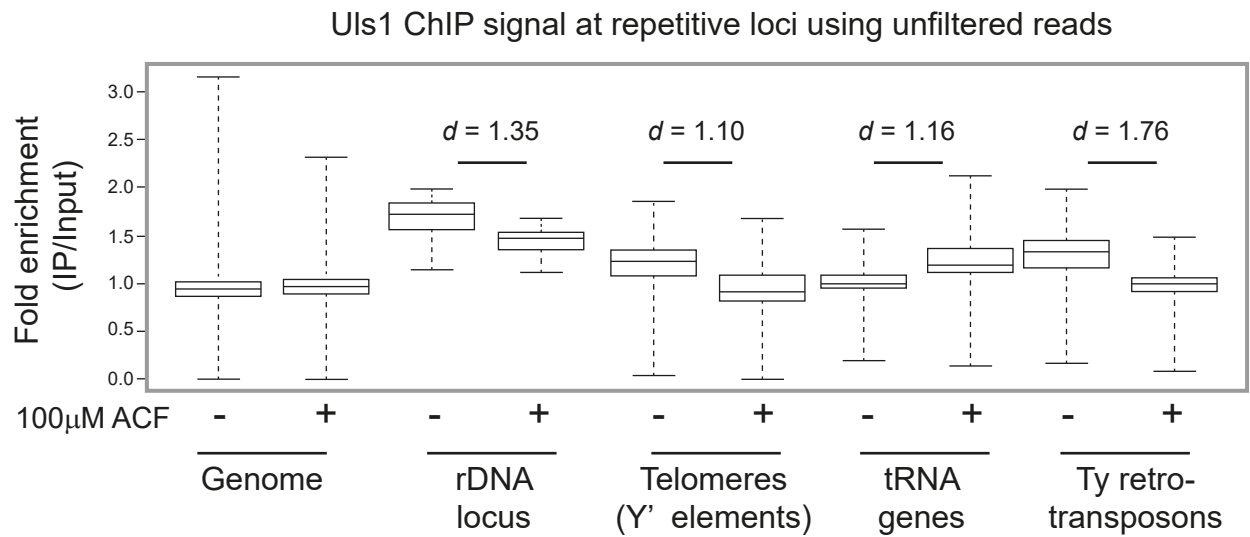

C

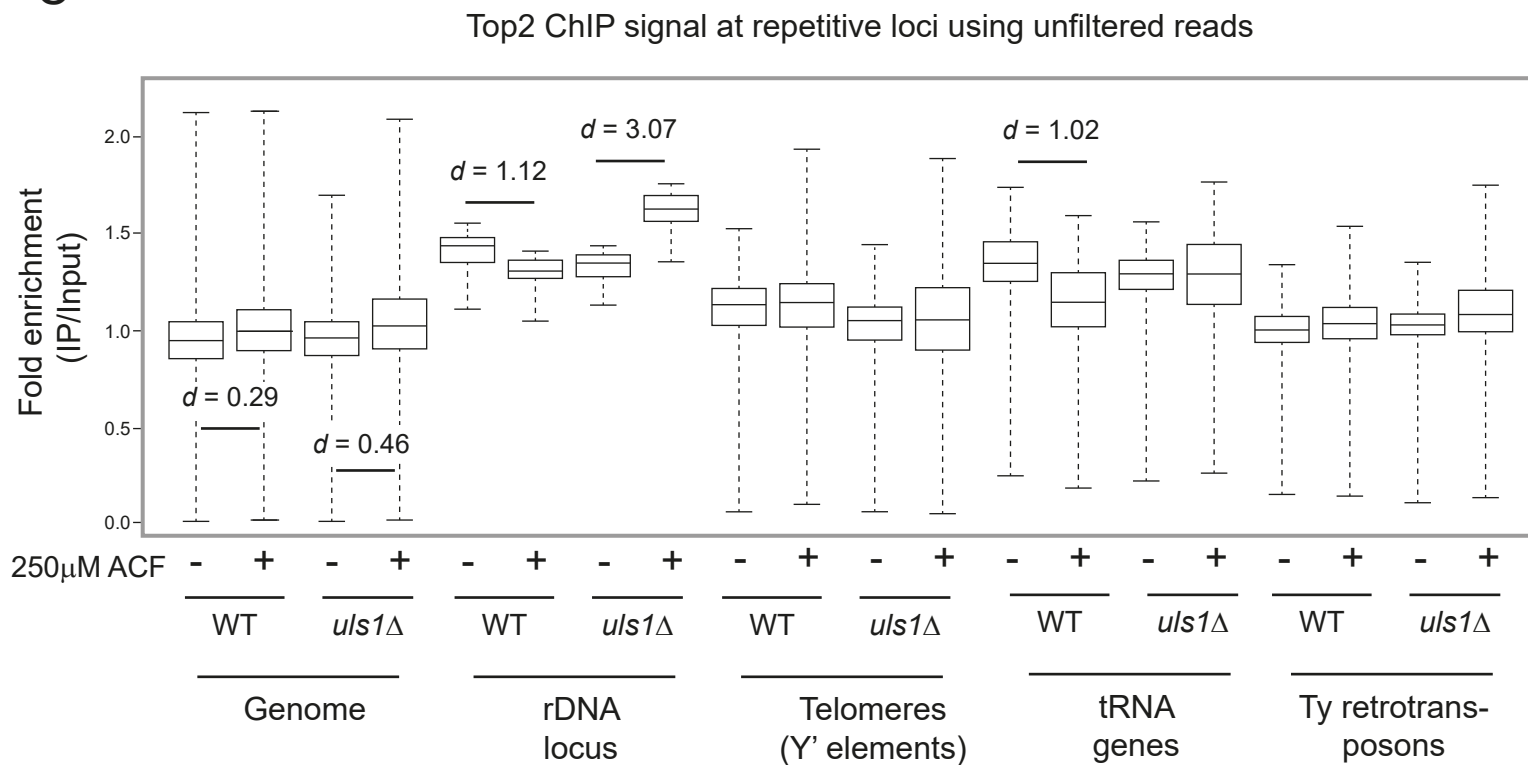

Supplementary Figure S1. Acriflavine is a Top2 poison. **(A)** Deletion of *ULS1* does not cause sensitivity to the replication inhibitor, Hydroxyurea (HU), the DNA SSB and DSB forming drug Zeocin or the Top1 poison Camptothecin. **(B)** 10-fold serial dilution of yeast containing either an empty vector or a vector driving expression of Top2 (HFY185) under control of the *GAL1* promoter. Overexpression of Top2 is toxic to *uls1Δ* cells and is synergistically lethal with ACF. **(C)** *in vitro* cleavage assay. 200nM supercoiled pUC18 plasmid DNA (scDNA) was incubated for 30mins at 30°C with the indicated amounts of Top2 and either etoposide or ACF. Addition of ACF induced DNA cleavage, seen by the appearance of linear DNA, at lower concentrations than the positive control Top2 poison, etoposide. **(D)** *uls1Δ* ACF sensitivity is suppressed the *top2-1* hypomorph at the semi-permissive temperature (30°C) but not at the permissive temperature (23°C). Additionally, deletion of *TOP1* does not result in ACF sensitivity. These data re-enforce the point that ACF induced lethality in *uls1Δ* strains is specifically due to Top2 as it can be suppressed by reducing Top2 protein level but not by deleting Top1.

Supplementary Figure S2. Deletion of *ULS1* sensitises yeast to ellipticine and ACF activates the DNA damage checkpoint. **(A)** 10-fold serial dilution of yeast showing that *ULS1* deletion causes sensitivity to the Top2 poison Ellipticine but only in a sensitising background. A *uls1Δ*, *rad51Δ* double mutant strain (HFY33) is significantly more sensitive than a single *rad51Δ* strain (HFY27). **(B)** 100μM ACF is toxic to *uls1Δ* cells. **(C)** 100μM ACF is sufficient to induce activation of the DNA damage checkpoint in *uls1Δ* yeast as visualised by Rad53 phospho-shift using an anti-Rad53 antibody (Abcam 104232).

Supplementary Figure S3. Deletion of *ULS1* does not alter Top2 protein levels. **(A)** Yeast 2-hybrid assay showing that full-length Uls1 (HFP136) and Uls1 35-655 (HFP133) can interact with Smt3 (yeast SUMO) *in vivo* (HFP288). **(B)** Top panel shows Top2 protein levels as measured by Western blot using anti-Top2 (TopoGEN TG2014), or anti-HA (Roche ROAHAHA) antibodies with an anti-Tubulin (Sigma T5168) loading control. Top2 protein levels are comparable between congenic wildtype and *uls1Δ* yeast (HFY9 with HFY71, HFY294 and HFY295 with HFY297 and HFY250 with HFY252). The bottom panel illustrates that HA tagging the endogenous TOP2 locus (HFY297) suppresses ACF sensitivity in contrast to introducing an extra HA-tagged copy of TOP2 (HFY252). **(C)** Two independent biological replicates looking at Top2 protein levels in WT (HFY250) and *uls1Δ* (HFY252) in the presence and absence of ACF. Signal intensity was quantified using ImageJ and the numbers below each lane display Top2 protein intensity normalised to amount in the absence of ACF. There is a mild increase in the level of Top2 when ACF is added. However, this increase is not markedly different between WT and *uls1Δ* strains and is therefore unlikely to explain the dramatically different phenotype of WT and *uls1Δ* yeast exposed to ACF **(D)** 10-fold serial dilutions of the indicated genotypes showing that Uls1 needs to be nuclear for its function and that the first 349 amino acids contain a nuclear localisation sequence (NLS). *uls1Δ* 1-349 (HFY234) phenocopies *uls1Δ* (HFY71). However, its function is fully rescued by addition of an SV40 NLS (HFY281).

Supplementary Figure S4. Top2 does not stimulate Uls1's ATPase activity. **(A)** ATP hydrolysis rates for the indicated proteins. The graph shows the average $\pm$ the standard deviation of three independent experiments. 50nM wildtype Top2 (HFP185) or the ATPase dead E66Q mutant (HFP271) was incubated with or without 100 μ M salmon sperm DNA. **(B)** 15nM Uls1 (HFP350) and/or 50nM Top2 E66Q (HFP271) was incubated with or without 100 μ M salmon sperm DNA. Uls1 has weak DNA-stimulated ATPase activity which is not significantly further stimulated by Top2. Top2 E66Q was used to preferentially monitor the ATPase activity of Uls1.

Supplementary Figure S5. Top2 peak number increases in the presence of ACF. **(A)** Table showing the number of Top2 peaks associated with RNA Pol II genes, tRNA genes and replication origins (ARS) in WT (HFY250) or *uls1* Δ (HFY252) cells in the presence (ACF) or absence (YPD) of ACF. **(B)** The cell cycle profiles of WT and *uls1* Δ cells in the absence of ACF are indistinguishable by FACS. In the presence of ACF, there are fewer *uls1* Δ cells in G1 phase compared to WT, consistent with mild DNA-damage induced G2/M arrest. It suggests that differences in cell cycle profile are not driving the observed changes in Top2 chromatin binding. **(C)** ChIP qPCR (top panel) and ChIP-seq (bottom panel) at four different regions display the same overall trends $\pm$ ACF. Top2 ChIP qPCR was performed on WT (HFY294) and *uls1* Δ cells (HFY297) where there is only one copy of TOP2 and this is HA tagged. **(D)** Gene ontology analysis of regions that show a decrease in chromatin-bound Top2 after the addition of ACF in wildtype cells. Ribosomal protein genes are significantly enriched.

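The Top2 peak classes of Supplementary Figure S5A can be set beside the share of the W303 genome that lies nearest to each class. tRNA genes are short genes transcribed by RNA polymerase III, and 0.945% of annotated bases had a tRNA gene as their nearest feature. The paper's counts give 74 of 628 Top2 peaks at tRNA genes in untreated WT cells, which is 11.8% (exact binomial 95% interval 9.37 to 14.6), and 47 of 377 in untreated uls1Δ cells, which is 12.5% (9.31 to 16.2). With ACF the paper's counts give 42 of 1175 peaks in WT cells, or 3.57% (2.59 to 4.80), and 71 of 2119 in uls1Δ cells, or 3.35% (2.63 to 4.21). Each of these intervals lies above the share of bases nearest to a tRNA gene. For the ARS features, which are matches to the origin consensus, that share was 1.77%, and the paper's peaks gave 0.637% (0.174 to 1.62) in untreated WT cells, 0.426% (0.138 to 0.990) in WT cells with ACF, 0.661% (0.362 to 1.11) in uls1Δ cells with ACF and 0.796% (0.164 to 2.31) in untreated uls1Δ cells. The share of bases lies above the intervals of the other conditions and inside that of untreated uls1Δ cells, but these comparisons depend on the bases counted. On the 16 nuclear chromosomes alone it was 1.20%, an alternative chosen after seeing the data, which lies inside the intervals of both untreated conditions, and with regions of 500 bp it was 2.40%, above every interval. A tie in distance counted for tRNA genes, then ARS, then other classes, then ORFs. A region that touches both an ARS and an ORF thus counted as ARS, so the 2.40% depends on this rule. How the paper resolved ties is not stated. ORFs were the nearest feature of 93.1% of bases, against 69.3% and 67.1% of the paper's peaks in untreated WT and uls1Δ cells and 80.7% and 77.9% with ACF. The paper does not define its class of other peaks, which was assumed here to match the remaining features. These were nearest to 4.20% of bases. The paper's other peaks made up 18.3% and 19.6% in untreated WT and uls1Δ cells and 15.3% and 18.1% with ACF. The intervals cover counting error only, because the peak counts are given once per condition. The paper states that the larger number of peaks with ACF is what a Top2 poison would give.

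**Figure D1:**
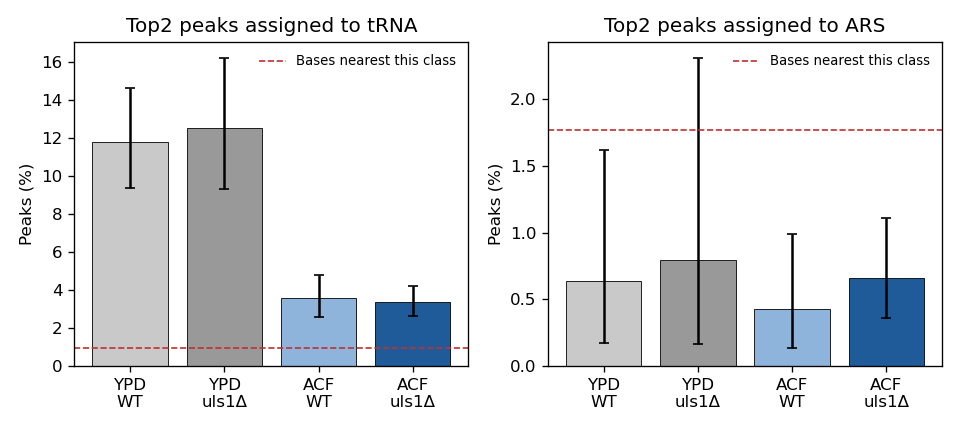
Share of the paper's Top2 peaks (%) assigned to tRNA genes (left) and ARS (right) in each condition. Bars are the paper's counts as percent, error bars are exact binomial 95% intervals, and the dashed line is the share of annotated W303 bases nearest to that class (0.945% for tRNA genes and 1.77% for ARS), the mitochondrial sequence included.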

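The regions of Supplementary Figure S5C lie on chromosomes 4 and 14 of the W303 assembly. URK1, which encodes a uridine and cytidine kinase, runs from 662901 to 664406 on the plus strand of chromosome 14, between PRP2, a splicing helicase, and PHO91, a phosphate transporter. ATG2, which encodes an autophagy protein, runs from 191879 to 196657 on the plus strand of the same chromosome, between SLA2, an endocytosis protein, and ZWF1, the glucose-6-phosphate dehydrogenase. The noted lengths of both ORFs, 1506 bp for URK1 and 4779 bp for ATG2, are those of S288C. The remaining regions are named in the paper by position and fall between ORFs if the positions are read on the W303 assembly. The chromosome 4 site lies 323 bp from AFR1, a regulator of the pheromone receptor, and 455 bp from SSS1, a subunit of the ER translocon, and both of these genes are on the minus strand. The chromosome 14 site lies 757 bp from ACC1, the acetyl-CoA carboxylase, and 783 bp from TIM23, a mitochondrial import protein, which point away from each other. No annotated feature overlaps either site. ChIP signal at these regions was not analysed here.

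**Figure D2:**
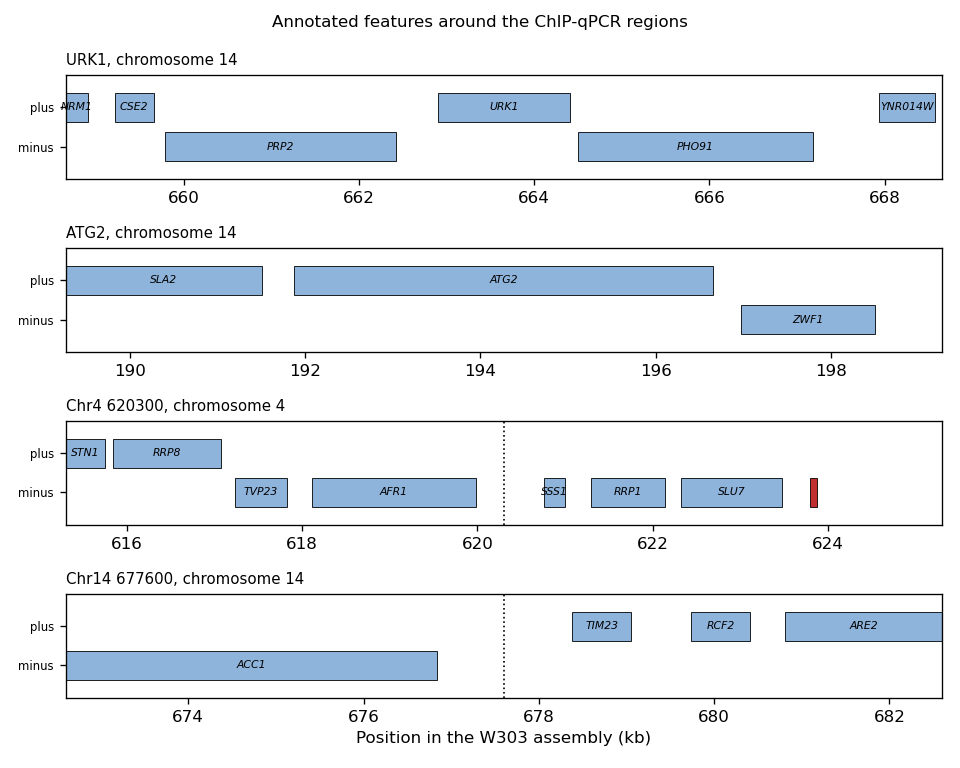
Annotated features around the regions used for ChIP-qPCR, drawn to scale against position in the W303 assembly (kb), with ORFs in blue and tRNA genes in red on the plus and minus strands. Dotted lines mark the sites named by position, which lie between AFR1 and SSS1 and between ACC1 and TIM23.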

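The W303 annotation holds features for 133 cytosolic ribosomal protein genes, the structural proteins of the ribosome, as 134 ORFs, of which 51 are on chromosomes 1 to 7 and 83 on chromosomes 8 to 16. No difference from other ORFs was shown in their distance to tRNA genes. The median distance from 48 ORFs named RPL or RPS on chromosomes 1 to 7 to the nearest tRNA gene was 17266 bp, and random sets of as many ORFs gave 16497 bp on average (95% range 10446 to 24136, two-sided permutation test, p = 0.78, adjusted p = 0.78). RPL30, a protein of the large subunit, was the nearest at 1078 bp, followed by RPS17B, a protein of the small subunit, at 2291 bp. Of the 134 ORFs, 63 are noted as differing in size from S288C, and 52 of these have an intron in S288C. Examples are RPL7A, annotated at 9 bp against 1662 bp in S288C, RPL6A at 15 bp against 946 bp and RPL18B at 99 bp against 993 bp. The distance could be measured only on chromosomes 1 to 7, the chromosomes that have tRNA features.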

Supplementary Figure S6. Analysis of Top2 and Uls1 ChIP signal at repetitive loci. **(A)** Graph showing the number of Uls1 peaks associated with RNA Pol II genes, tRNA genes and replication origins (ARS) in WT (HF176) cells in the presence (ACF) or absence (YPD) of ACF. **(B)** Pairwise comparison of the average Uls1 ChIP enrichment using unfiltered reads across the genome and specifically within the rDNA locus, telomeric Y' elements, tRNA genes and Ty retrotransposons $\pm$ 100 μ M ACF. All pairwise comparisons ($\pm$ ACF) with a Cohen's d value > 0.2 are displayed. **(C)** Pairwise comparison of the average Top2 ChIP enrichment using unfiltered reads across the genome and specifically within the rDNA locus, telomeric Y' elements, tRNA genes and Ty retrotransposons $\pm$ 250 μ M ACF in either WT (HFY250) or *uls1* Δ (HFY252) cells. All pairwise comparisons ($\pm$ ACF) with a Cohen's d value > 0.2 are displayed. **(D)** RT-qPCR to measure tRNA levels. RNA was extracted from yeast using hot phenol RT reaction carried out using Promega ImProm-II kit. Three groups of yeast tRNA genes quantified using primers described in Chen and Gartenberg (Genes & Dev. 2014). No DNA was detected in qPCR when reverse transcriptase was left out of reaction. We do not see any statistically significant differences in tRNA^{ser}, tRNA^{trp} or tRNA^{leu} expression in either WT or *uls1* Δ cells $\pm$ ACF. The graph plots the average $\pm$ the standard deviation of at least three independent experiments normalised to actin mRNA.

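The tRNA groups measured by RT-qPCR are encoded by several genes each. The W303 annotation holds 11 serine, 2 tryptophan and 10 leucine tRNA genes, and the nuclear genome of S288C holds 19, 6 and 21. On chromosomes 1 to 7 alone S288C has 11, 2 and 10 genes of these groups, the same numbers as the annotation. Glycine tRNA genes, with 11 in the W303 annotation, and lysine tRNA genes, with 10, are other large groups. A primer pair reads the sum of the transcripts that it matches, so the groups are not resolved into single loci. Which genes the paper's primers match was not examined here. The serine, tryptophan and leucine counts are by amino acid and may include genes that were not measured. The RT-qPCR values themselves were not analysed here. Signal is normalised in the paper to mRNA of ACT1, the actin gene, which lies on chromosome 6 from 60467 to 61549 in the W303 annotation with a length of 1083 bp, against 1437 bp in S288C, where the gene includes an intron.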

Supplementary Methods

ChIP seq library preparation

Due to the low quantity of DNA present after immunoprecipitation, to ensure there is enough sample DNA for amplification and sequencing two experimental replicates are combined before ChIP-seq library preparation.

Step 1 of library preparation allows repair of DNA ends. To 80µl pooled DNA, add 20µl MMX1 (1x T4-ligase buffer with ATP, 0.4mM dNTPs, 15 units T4 DNA polymerase, 10 units Klenow DNA polymerase, 30 units T4 polynucleotide kinase) and incubate for 60 minutes at 20°C. DNA is purified by addition of a 1:1 v/v of AMPure XP magnetic beads, incubating for 5 minutes before washing twice with 200µl 70% EtOH using a magnetic rack. Residual EtOH is removed before elution of DNA in 41µl H₂O.

Step 2 of library preparation adds an additional adenine nucleotide to DNA ends to which adapters will later be ligated. To 41µl DNA, add 9µl MMX2 (1x Klenow buffer, 2mM dATP, 15 units Klenow exo-), incubating for 30 minutes at 37°C. DNA is purified as in step 1 using a 1:1 v/v of Agencourt AMPure XP magnetic beads, eluting in a final volume of 20µl H₂O.

Step 3 of library preparation ligates adapters onto DNA which are used later as a template for PCR amplification of ChIPed DNA fragments to generate the final tagged DNA library. Adapter is ordered as two oligonucleotides (HFO424/425, Illumina paired end adapter sequence). HFO425 is phosphorylated as per manual specifications using T4 polynucleotide kinase (Thermo Fisher EK0032) before annealing to HFO424 by mixing an equimolar ratio of the two oligos and heating to 95°C for 5 minutes, reducing the temperature by 5°C every 5 minutes until reaching 25°C. Adapter is then run into a 1% agarose gel, gel purified and stored at -20°C before use. To ligate adapter to DNA, to 20µl DNA add 30µl MMX3 (8nM adapter, 1x T4 DNA ligase buffer with ATP, 400 units T4 DNA ligase), incubating overnight at room temperature. DNA is purified as in step 1 with a 1:1 v/v of Agencourt AMPure XP magnetic beads, eluting in 20µl H₂O.

Step 4 of library preparation amplifies the DNA samples using primers complimentary to the adapters now ligated onto each DNA molecule, with each primer also containing an additional unique sequence

tag which is used to identify each sample after sequencing of the DNA. Details of the primers used can be found in Table 6–6. For each sample, 3 PCR reactions are set up containing 3µl DNA and 47µl MMX4 (1X HF buffer, 3 units Phusion DNA polymerase, 0.3µM oligos (HFO426 and sequencing primer), 0.4µM dNTPs, 200mM Trehalose). The PCR is carried out by denaturing for 3 mins at 98°C before 16-20 cycles of amplification (98°C 15 secs, 60°C 25 secs, 68°C 1 min) and a final step at 68°C for 5 mins. The three PCRs are then pooled and ran on a TAE gel containing 1% agarose and 0.5µg/ml EtBr. Once the gel has ran long enough to separate free adapter from amplified DNA, bands are cut from the gel at a size of 600bp and under, avoiding contamination with adapter. DNA is purified from the gel using Quagen MiniElute columns (Quagen, 28006) as per kit specifications except gel was melted at 37°C, eluting from the column in 10µl EB.

DNA concentration was quantified via Qubit using 1:199 DNA:Qubit dsDNA High Sensitivity assay working solution (Invitrogen, Q32854, as per kit specifications). DNA quality and mean fragment size were checked on a TapeStation, running samples onto D1000 ScreenTape with D1000 reagents (Agilent, 5067-5582, 5067-5583).

ChIP-seq bioinformatic analysis

Building the W303 genome annotation

A whole-genome sequence for the W303 strain of *S. cerevisiae* was published by Matheson et al. (2017), containing 16 nuclear chromosomes, the mitochondrial genome and additional plasmids present in the sequenced strain. 

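The annotation of this assembly is the part of the deposited data analysed here. It is a list of 6264 features with their start and end in bases on 21 sequences, of which 16 are nuclear chromosomes, and it holds no measurement of any library. The longest chromosome is chromosome 4 with 1575129 bp and the shortest is chromosome 1 with 252221 bp, and the mitochondrial sequence has 94871 bp. All genes named by the paper that were looked up, 19 in number, have a feature. ULS1, the Snf2-family gene under study, lies on chromosome 15 from 693230 to 698089 on the plus strand and TOP2, the type II topoisomerase gene, on chromosome 14 from 458972 to 463258 on the plus strand. TOP1, the type I topoisomerase gene, lies on chromosome 15 from 313353 to 315662 on the minus strand. Features were counted as labelled, compared by name with the S288C reference R64, and tested by random placement or exact tests. Coordinates are those of the W303 assembly ASM216351v1 and were not converted between builds. Because the annotation decides which class a ChIP peak is assigned to, a class missing from part of the genome cannot receive peaks there.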

We were unable to obtain a copy of the Matheson genome annotation so generated our own. Initial annotation was carried out by inputting the W303_LYZE genome sequence (Genbank GCA_002163515.1, Assembly name ASM216351v1) into the Yeast Genome Annotation Pipeline (YGAP, Proux-Wéra et al., 2012). We used this as a basis for our genome annotation, using BLASTn (Altschul et al., 1990) to identify any ORFs which were not annotated by YGAP. 

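The ORF features of the W303 annotation carry 5545 distinct names. Of 6002 nuclear protein-coding genes of S288C, 5505 have a feature of their name and 497 have none, including 13 retrotransposon genes. All 17 listed members of the Snf2 family of DNA translocases were found, and 16 of them have the length noted for S288C, while RDH54, a recombination translocase, is 2775 bp against 2877 bp. HRQ1, a RecQ-type helicase that was listed with them, also has its S288C length. The 3 topoisomerase genes TOP1, TOP2 and TOP3 and the 9 genes of TFIIIC and TFIIIB, the factors that assemble RNA polymerase III on tRNA genes, all have the S288C length. Among auxotrophic marker genes, ADE2 (adenine synthesis) is annotated at 1218 bp against 1716 bp, TRP1 (tryptophan synthesis) at 150 bp against 675 bp and LEU2 (leucine synthesis) at 258 bp against 1095 bp, while HIS3 at 663 bp and URA3 at 804 bp have their S288C length. Names used more than once number 70 and cover 155 features. RSC30, a subunit of the RSC remodeller, has 8 features of 1065 to 2652 bp, against 2652 bp in S288C, so not all are full copies. CUP1-1, the copper metallothionein, has 7 features of 186 bp, its S288C length. The features of both names are on chromosome 8, where CUP1-1 lies in a tandem array. No strand is given for 189 ORFs, including 4 that carry no gene name.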

YGAP identified 5634 ORFs, with 6600 present in the S288C reference, the gold standard of genome references in yeast (*Saccharomyces* Genome Database, version R64-2-1, Engel et al., 2013). 

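The tRNA features of the annotation were joined into 117 genes, because 24 genes are split into 2 exon features. All of them are on chromosomes 1 to 7. The numbers of genes per chromosome are 4, 13, 8, 28, 16, 10 and 38 from chromosome 1 to chromosome 7, and S288C has 4, 13, 10, 28, 20, 10 and 36 there. Chromosomes 8 to 16 have no tRNA feature, whereas S288C has 154 tRNA genes on them, from 10 on chromosome 9 to 24 on chromosome 10. These chromosomes hold 60.2% of nuclear ORFs and 59.7% of nuclear bases of the W303 assembly. A further 24 tRNA genes of S288C are mitochondrial. The genes of the annotation cover 36 anticodon families and all 20 amino acids, and random draws of as many genes from S288C gave 34.0 families on average (95% range 30 to 37, permutation test, p = 0.41, adjusted p = 0.47). The draws could not contain 1 of these families, for which no S288C anticodon was read, and without it there were 35 families against 33.9 (permutation test, p = 0.79, chosen after seeing the data). Of all tRNA features 61.7% are on the plus strand (exact binomial test, p = 0.0068, adjusted p = 0.015), but counted by gene the share was 53.8% (adjusted p = 0.52), since all 24 second exons are listed on the plus strand.

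**Figure D3:**
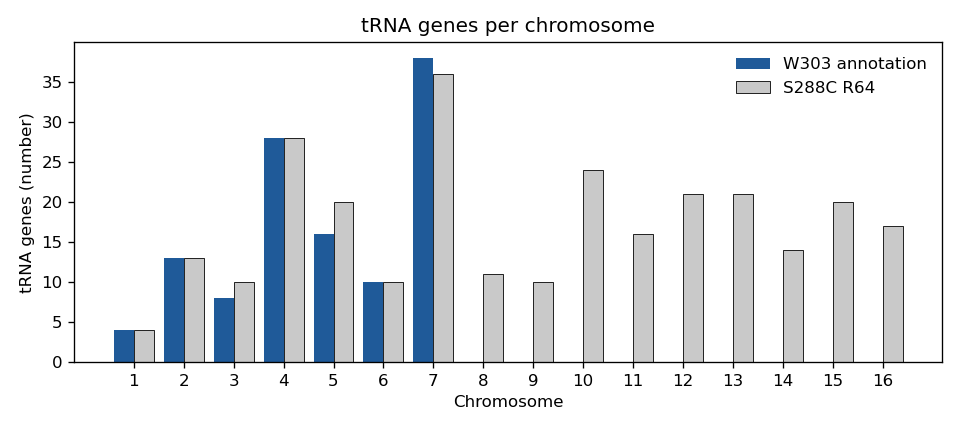
Number of tRNA genes on each nuclear chromosome in the W303 annotation (blue) and in S288C R64 (grey). The counts are close on chromosomes 1 to 7, and the annotation has none on chromosomes 8 to 16.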

141 tRNA genes were identified, with 299 being present in the S288C reference. Where an unidentified gene had high similarity to Y prime helicase elements, this was labelled as “Y’ element” (54 items), and where it had high similarity to gag pol genes, this was labelled as “TKP/TY” (86 items). 

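Y' elements are repeats next to telomeres, and TKP/TY features are the gag-pol genes of Ty retrotransposons. Of the Y' elements, 48 lie within 30000 bp of a chromosome end, and 5 of the others lie inside chromosome 16, between ARR3, an arsenite exporter gene, and CLN2, a G1 cyclin gene. Chromosome 12 has the most Y' elements (12) and chromosome 16 the most TKP/TY features (12). The median length is 1362 bp for Y' elements and 1323 bp for TKP/TY features. Ty elements are known to insert near genes transcribed by RNA polymerase III. Here 16 tRNA genes, or 13.7%, had a TKP/TY feature within 2000 bp, against 10.3% (95% range 5.13 to 16.2) for random placement in sequence outside ORFs (permutation test, p = 0.29, adjusted p = 0.44). By the same permutation test the share within 5000 bp was 23.1% against 13.8% (adjusted p = 0.016), and the median distance was 48327 bp against 85548 bp (56934 to 120245, adjusted p = 0.013). The closest pairs were a phenylalanine tRNA gene on chromosome 4 (1099100 to 1099191) at 310 bp, a glutamine tRNA gene on chromosome 4 at 393 bp and an alanine tRNA gene on chromosome 1 at 401 bp. Within 1000 bp the share was 8.55% against 7.80% (permutation test, adjusted p = 0.86). Random placements could fall inside TKP/TY features, where they count as near, which raises the random share at short distances. The shares within 1000 and 2000 bp therefore cannot tell whether the call depended on the distance. At 2000 bp S288C gave 15.6% against 4.51% (permutation test, adjusted p = 9.0e-05, an alternative chosen after seeing the data). In S288C retrotransposon genes counted as ORFs, which kept random midpoints out of them, and distances were measured to annotated mobile elements. Its random share is therefore not the same measure as that of W303.

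**Figure D4:**
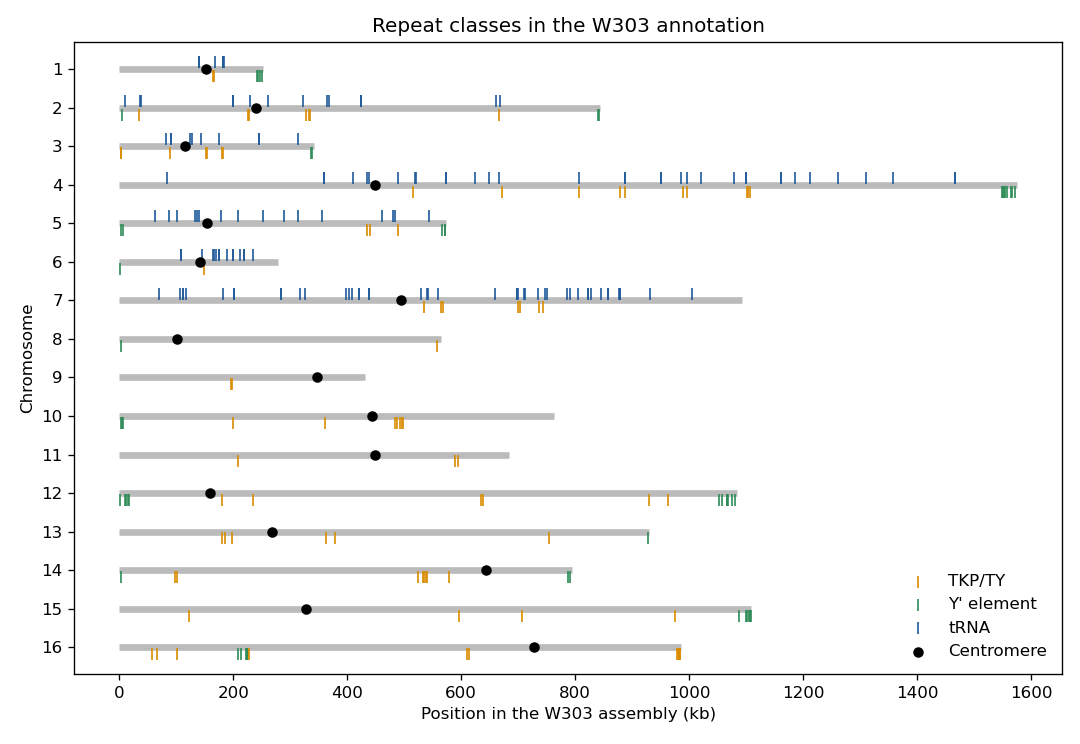
Positions (kb) of tRNA features, TKP/TY features, Y' elements and centromeres on the 16 nuclear chromosomes of the W303 assembly. tRNA features stand on chromosomes 1 to 7 only, and a group of 5 Y' elements stands inside chromosome 16.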

Any elements

that could not be identified were labelled as “unknown” (4/5634 ORFs). Gene lengths were checked against S288C and a note was made for each gene as to whether they were the same or not, with 524/5634 differing in size in W303 compared to S288C. 

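Of the ORFs noted as differing in size, 521 could be set beside an S288C gene of the same name, and 265 are shorter, 218 longer and 38 as long as that gene measured from its first to its last base. Conversely, 55 of 5075 ORFs noted as the same are not as long as the S288C gene, such as RPL2A, a ribosomal protein gene, at 156 bp against 912 bp. TDP1, which encodes the phosphodiesterase that removes topoisomerase adducts from DNA, is annotated at 1737 bp against 1635 bp. ORFs that differ lay near chromosome ends more often than the others. Of 514 on nuclear chromosomes, 45 (8.75%) were within 30000 bp of an end, against 272 of 5099 (5.33%), an odds ratio of 1.70 (two-sided Fisher exact test, p = 0.0025, adjusted p = 0.011). Among ORFs whose name is used only once the odds ratio was 1.25 (Fisher exact test, adjusted p = 0.46, an alternative chosen after seeing the data). Named ORFs with no strand differ in size in 28.1% of cases and those with a strand in 8.67%.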

Additional information for each ORF was extracted from the YGP S288C reference using excel, including gene names, aliases and gene ontology information. ARS were identified using Biopython BioSeqIO (Cock et al., 2009), searching for variants of the consensus sequence for ARS (ATTTATATTTA, TTTTATATTTA, ATTTATGTTTA, TTTTATGTTTA, ATTTATATTTT, TTTTATATTTT, ATTTATGTTTT, TTTTATGTTTT), finding 333 ARS. 

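The ARS features are matches to the 8 listed variants of the core consensus of yeast replication origins, which the origin recognition complex binds. Of these features, 277 are on nuclear chromosomes and 56, or 16.8%, on the mitochondrial sequence, which is rich in A and T. This is 2.25 matches per 100000 bp in nuclear DNA and 59.0 in mitochondrial DNA, and the 5 largest clusters are all mitochondrial. No strand is given for any of them. ARS features lay in ORFs less often than random placement gave. Of all 333, 85 (25.5%) overlap an ORF by at least 1 bp, and random placement on the same sequence gave 57.5% on average (95% range 52.9 to 62.2, two-sided permutation test, p = 2.0e-05, the smallest the placements can give, adjusted p = 0.00018). On nuclear chromosomes alone the shares were 30.7% and 68.3%. Random placement does not keep base composition. As a comparison that does, the 4 of the 8 consensus words that are no consensus word when read backwards were searched in S288C, where 28.5% of their 228 matches and 46.6% of the 219 matches to the backward words overlap an ORF (Fisher exact test, p = 9.0e-05, chosen after seeing the data), while ORFs take up 72.8% of bases. In S288C, 102 of 352 annotated origins (29.0%) contain a match to these 8 words, and other variants of the consensus were not searched. Of the matches, 19.1% lie in an annotated origin, while origins take up 0.853% of bases.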

Centromeric sequences were identified by blasting the nucleotide sequence of the S288C CEN1-16. 

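Centromere features are given for all 16 nuclear chromosomes. Of these, 15 are close in length, up to 120 bp for CEN12, as is typical of the point centromeres of budding yeast. CEN6 is annotated at 12 bp, from 141316 to 141327 on chromosome 6, between SEC4, a secretory GTPase gene, and MSH4, a meiotic recombination gene. CEN5 lies on chromosome 5 from 152990 to 153107 and has 118 bp, between IRC22 and MNN1, a mannosyltransferase gene. CEN4 lies from 449100 to 449210 on chromosome 4, between RMD1 and NTH1, a trehalase gene. CEN1 has TFC3, a subunit of TFIIIC, as its left neighbour. CEN14, on the chromosome of TOP2, lies from 643817 to 643934 between DOM34, a ribosome rescue factor, and CIT1, the citrate synthase.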

CEN5 was identified by blasting for conserved centromeric elements CDEI and CDEIII as it had little homology to S288C CEN5.

Read mapping and peak calling

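The libraries behind these names are 24 in number, with 2 replicates in each of 12 groups. Precipitated and input DNA of the same target, genotype and dose count as separate groups. FLAG-tagged Uls1 was precipitated from WT cells without ACF or after 2 h with 100 µM ACF. HA-tagged Top2 was precipitated from WT and uls1Δ cells without ACF or after 2 h with 250 µM ACF. For every target, genotype and dose the precipitated DNA (IP) has a matching library of total chromatin (input), which corrects for uneven recovery of genomic regions. In the paper each library was made from pooled ChIP replicates, so its spread between libraries is already averaged in part. Read depths and signal of these libraries were not analysed here. The ACF doses in the sample labels equal those of the paper.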

Sequenced fastq.gz were catenated and renamed (ULS1_YPD_WT, ULS1_ACF_WT, TOP2_YPD_WT, TOP2_ACF_WT, TOP2_YPD_ULS1, TOP2_ACF_ULS1). Empty adapter was trimmed from sequencing files using cutadapt (Martin, 2011). Data quality was checked using FASTQC (Andrews, 2010). Reads were mapped to the *S. cerevisiae* W303 genome (Matheson et al., 2017) using BWA (Li and Durbin, 2010) with default parameters for paired end sequences to generate read alignment files in SAM format. This was then converted to BAM format using samtools view, sorted using samtools sort, and indexed using samtools index, all with default parameters (Li et al., 2009). Indexed BAM files were quality filtered using samtools view (Li et al., 2009) with a quality filter of 28 and a -F FLAG value of 1796. QualiMap (Okonechnikov et al., 2016) was used to check the quality of alignment in both the unfiltered and quality filtered BAM files. Replicate correlation was checked using Pearson’s correlation, calculated using deepTools multiBamSummary and plotCorrelation (Ramírez et al., 2016). Replicates or inputs (within one genotype) were pooled using samtools merge with default parameters. The resulting file was then sorted using samtools sort and indexed using samtools index, all with default parameters (Li et al., 2009).

Peak calling was carried out using MACS2 subcommands (Zhang et al., 2008). PCR duplicates were filtered using macs2 filterdup. IP pileup track was generated using macs2 pileup, extending reads to the average fragment size. INP local lambda track was generated using macs2 pileup (-B), generating three tracks where reads were extended in both directions by half the average fragment size

(termed “d”), 500bp (termed “1kb_slocal”), or 2500bp (termed “5kb_llocal”). 1kb_slocal and 5kb_llocal were normalised to “d” sized fragments using macs2 bdgopt (-m multiply). All tracks were combined to generate “local lambda” background track using macs2 bdgcmp (-m max), also normalising to maximum background noise (number of reads in INP x average fragment length / genome size) using macs2 bdgopt (-m max). IP and local lambda were normalised to counts per million (CPM) using macs2 bdgopt (-m multiply). A p-value statistical track was generated using macs2 bdgcmp (-m ppois). Peak calling was carried out using macs2 bdgpeakcall with a p-value cut-off of 0.1. IP/INP fold enrichment tracks were generated using macs2 bdgcmp.

Differential analysis

Differential analysis compares signal at peak regions between different datasets. To do this, the peaks called in all Top2/Uls1 datasets must be combined to give a list of the regions at which we will be completing differential analysis. This is completed using bedtools intersectBed and mergeBed (Quinlan and Hall, 2010).

For example, for Uls1 ChIP the following commands were used:

```
intersectBed -a ${ULS1_YPD_WT} -b ${ULS1_ACF_WT} -u | sort -k1,1 -k2,2n -k3,3n >
common_peak1.bed

intersectBed -a ${ULS1_ACF_WT} -b ${ULS1_YPD_WT} -u | sort -k1,1 -k2,2n -k3,3n >
common_peak2.bed

intersectBed -a ${ULS1_YPD_WT} -b ${ULS1_ACF_WT} -v | sort -k1,1 -k2,2n -k3,3n >
unique_${ULS1_YPD_WT}.bed

intersectBed -a ${ULS1_ACF_WT} -b ${ULS1_YPD_WT} -v | sort -k1,1 -k2,2n -k3,3n >
unique_${ULS1_ACF_WT}.bed

cat common_peak1.bed common_peak2.bed unique_${ULS1_YPD_WT}.bed
unique_${ULS1_ACF_WT}.bed > temp_all_peaks.bed

sort -k1,1 -k2,2n -k3,3n temp_all_peaks.bed > all_peaks.bed

mergeBed -i all_peaks.bed > all_peaks_merged.bed
```

A bedgraph file is then generated containing signal only at the peak regions (all_peaks_merged.bed) using bedtools intersectBed (-wb) (Quinlan and Hall, 2010).

A boxplot of all coverage and peak signal is then plotted using an R script and datasets compared pairwise for the variable Cohen's D (Cohen, 1988) to see whether the datasets are statistically different, and if so whether any differences are small (>0.2), medium (>0.5) or large (>0.8). This used the following code:

```
library(lsr)

#Describing the variables

ALLCOVERAGE1 <- read.table("sample1_coverage.bdg")
ALLCOVERAGE2 <- read.table("sample2_coverage.bdg")
PEAK1 <- read.table("sample1_coverage_peakregions.bdg")
PEAK2 <- read.table("sample2_coverage_peakregions.bdg")

#Is data normally distributed?

dALLCOVERAGE1 <- density(ALLCOVERAGE1$V4)
dALLCOVERAGE2 <- density(ALLCOVERAGE2$V4)
dPEAK1 <- density(PEAK1$V4)
dPEAK2 <- density(PEAK2$V4) png("allcoveragesample1_density.png")
plot(dALLCOVERAGE1)
dev.off() png("allcoveragesample2_density.png") plot(dALLCOVERAGE2)
dev.off()
png("peakcoveragesample1_density.png")
plot(dPEAK1)
dev.off()
png("peakcoveragesample2_density.png")
plot(dPEAK2)
dev.off()

#Generate box plots of pairwise data
png("boxplot.png")
```

```

boxplot(ALLCOVERAGE1$V4, ALLCOVERAGE2$V4, PEAK1$V4, PEAK2$V4, range=0,
names=c("all_s1", "all_s2", "peaks_s1", "peaks_s2"))

dev.off()

#Cohens D

sink(cohensD')

cat("=====\n")

cat("cohens D\n")

cat("=====\n")

cat("ALLCOVERAGE\n")

cohensD(ALLCOVERAGE1$V4, ALLCOVERAGE2$V4)

cat("PEAKREGIONS\n")

cohensD(PEAK1$V4, PEAK2$V4)

sink()

```

Peak annotation

Peaks were annotated to our W303 annotation using bedtools closest (Quinlan and Hall, 2010).

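With this assignment the annotation sets which classes a peak can receive. On chromosomes 1 to 7 the nearest feature was a tRNA gene for 2.37% of bases, an ARS for 1.31%, an ORF for 91.8% and another class for 4.52%. On chromosomes 8 to 16, where no tRNA feature is annotated, the shares were 0% for tRNA genes, 1.12% for ARS, 94.8% for ORFs and 4.04% for other classes, so a peak there goes to another class even if it covers a tRNA gene. This split by chromosome was chosen after seeing the data. TOP1, TOP2, TOP3 and ULS1 all lie on chromosomes of the latter group. Wider regions reach more of the short features, and a tie in distance counted for tRNA genes, then ARS, before ORFs. For regions of 1000 bp the share that has a tRNA gene nearest was 1.28% and the share with an ARS 3.24%.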

Transcription level analysis

Genic peaks were annotated with their gene transcription level by comparing to a published dataset for S288C where RNA-seq was carried out on cells before and after exposure to hypoxia. We used the dataset at the 0 hour timepoint where cells had been grown to midlog phase (Bendjilali et al., 2016). Within this dataset we discarded all data where 0 reads mapped and selected for only chromosomal ORFS (not within the 2μ plasmid/mitochondrial genome or corresponding to special RNA structures which had no corresponding ORF). The RPKM values for the remaining genes were ranked from low to high and annotated as being the “bottom 20%” (1280 genes), “mid 60%” (3829 genes) or “top 20%” (1278 genes) in terms of transcription levels. Excel was then used to annotate each genic peak within a dataset with its transcription level using the OFFSET and MATCH functions.

Transcription start site analysis

Analysis was carried out using the R based packages rtracklayer, ChIPseeker and Genomic Features (Lawrence, 2013; Lawrence et al., 2009; R Core Team, 2018; Yu et al., 2015). 

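The position of a peak relative to genes depends on where ORFs start, and tRNA genes also stand in the space between ORFs. Of 117 tRNA genes, 33 (28.2%) have their midpoint upstream of the start codon of an ORF within the main window, which is narrower than 500 bp. Random placement in sequence outside ORFs gave 39.4% on average (95% range 30.8 to 47.9, two-sided permutation test, p = 0.015, adjusted p = 0.026). Only the midpoint of a random gene had to lie outside ORFs. Random genes could thus overlap an ORF or stand in gaps too short for a tRNA gene. The lower share of real genes therefore cannot tell depletion from this placement rule. Within 500 bp the shares were 32.5% and 45.7%, and within 1000 bp 59.0% and 59.4% (permutation test, adjusted p = 1). Against placement anywhere on the chromosome, ORFs included, the difference turned to the other direction, with 28.2% against 14.9% (permutation test, adjusted p = 0.0021). In S288C 32.4% of 275 nuclear tRNA genes lie in the same window, against 51.4% by random placement outside ORFs. The adjusted p rose to 0.12 without chromosome 2, to 0.13 without chromosome 5 and to 0.49 without chromosome 7. ORFs themselves are balanced between the strands, with 2753 on the plus and 2692 on the minus strand (exact binomial test, p = 0.42). The annotation gives start codons and not transcription start sites.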

The input files for this analysis were our MACS2 peak files.

Repetitive region analysis

This analysis uses unfiltered reads where reads which map to multiple regions have not been removed. This analysis is slightly difficult in that you cannot use signal height to define whether the ChIPed protein is binding or not as the more repetitive the sequence, the higher the signal will be. However, if a pairwise comparison of two datasets within a repetitive region is carried out and one dataset shows significantly higher enrichment than the other, then it can be logically assumed that there is enrichment of the ChIPed protein within the “higher” dataset.

Analysis was carried out at subtelomeric loci (+/- 5kb from each chromosome end), tRNA (as within genome reference), TKP/TY transposons (as within genome reference), Y' elements (as within genome reference) and the rDNA locus. 

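The subtelomeric windows of 5000 bp at 32 chromosome ends hold 24 Y' elements, 30 ORFs, 10 ARS features and 6 TKP/TY features, and 16 ends have a Y' element. Chromosomes 7, 9 and 11 have no Y' element in the annotation. At the right end of chromosome 16 the last ORF is RRP9, an rRNA processing gene, and it is followed by 5 TKP/TY features and 0 Y' elements. The classes therefore share features, since a Y' element or TKP/TY feature in a window is counted in the subtelomeric class as well as in its own. Unfiltered reads that map equally well to several copies are placed on any of them, so signal belongs to the class and not to a copy.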

We identified a partial fragment of the rDNA locus within our W303 reference by using blastn (Altschul et al., 1990) to search the sequence for a single rDNA repeat from within chromosome 12 in the S288C reference (Engel et al., 2013), aligning to the sequence of chromosome 12 within our W303 reference. According to SGD (Stanford University, 2012), the sequence of a single rDNA repeat within the S288C reference is on Chromosome 12 at 459,797-468,931. The top hit from this blast search within our W303 reference is on Chromosome 12 at 478,018-478,813, containing the sequence of part of the 35S rDNA locus.

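This fragment spans 796 bp on chromosome 12 of the W303 assembly. No annotated feature overlaps it. Its nearest annotated neighbour on the left is ASP3-4, an asparaginase gene of the array beside the rDNA, at 2462 bp, and on the right MAS1, a subunit of the mitochondrial processing peptidase, at 1320 bp. Between RNH203, a subunit of RNase H2, and MAS1 the assembly has 6096 bp and S288C has 43551 bp.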

First, a .bed file was generated containing the coordinates of all the regions within one repetitive region, for instance the 141 tRNA genes within our W303 reference. This was made within excel and saved as a tab delimited file. Data tracks were then generated with signal extracted at each repetitive region using intersectBed (Quinlan and Hall, 2010) and a peak list containing the SUM score under each peak in each dataset using the following commands for each dataset:

```
intersectBed -wb -a ${DATASET1} -b ${TEST}.bed > ${DATASET1}_${TEST}_temp.bdg  
awk 'BEGIN{OFS="\t"}{print $1, $2, $3, $4}' ${DATASET1}_${TEST}_temp.bdg >  
${DATASET1}_${TEST}.bdg
```

```
awk 'BEGIN{OFS="\t"}{a[$5,"_",$6,"_",$7]+=$4}END{for(i in a){print i,a[i]}}'
```

```
${DATASET1}_${TEST}.bdg | sort -k1,1 -k2,2n >
```

```
${DATASET1}_${TEST}_coverage_SUMpeakregions.bdg
```

with SUM scores pasted into one file using the command:

```
paste -d "\t" ${DATASET1}_${TEST}_coverage_SUMpeakregions.bdg
```

```
${DATASET2}_${TEST}_coverage_SUMpeakregions.bdg ... > ${OUT_SUMpeak}
```

where:

DATASET1= The FE IP/INP track for a particular condition in .bed format

TEST= The repetitive region we are analysing (tRNA, rDNA, TEL+/-5kb, TKP/TY and Y' elements)

DATASET_TEST= A bedgraph track containing the signal only at the repetitive region of interest

DATASET1_TEST_coverage_SUMpeakregions.bdg= A file containing the sum score of signal at each repetitive region element for dataset one

OUT_SUMpeak= A file containing the sum score of signal at each repetitive region element for all datasets to be compared (e.g. all Uls1 ChIP datasets)

Top2 vs Uls1 comparative analysis

This analysis allows comparison of Top2 and Uls1 ChIP data at all regions defined as peaks in either Uls1 ChIP or Top2 ChIP.

First, a peak list for all Top2 and all Uls1 peaklists is generated by catenating peak files into two merged peaklists. Next, the Top2 and Uls1 peak lists were compared using intersectBed (Quinlan and Hall, 2010), with the following commands:

```
intersectBed -a ${PEAK1}.bed -b ${PEAK2}.bed -u | sort -k1,1 -k2,2n -k3,3n > common_peak1.bed
```

```
intersectBed -a ${PEAK2}.bed -b ${PEAK1}.bed -u | sort -k1,1 -k2,2n -k3,3n > common_peak2.bed
```

```
intersectBed -a ${PEAK1}.bed -b ${PEAK2}.bed -v | sort -k1,1 -k2,2n -k3,3n >
```

```
unique_${PEAK1}_temp.bed
```

```
intersectBed -a ${PEAK2}.bed -b ${PEAK1}.bed -v | sort -k1,1 -k2,2n -k3,3n >
```

```
unique_${PEAK2}_temp.bed
```

```
cat common_peak1.bed common_peak2.bed > Top2_Uls1_commonpeaks_temp.bed
```

210

```
sort -k1,1 -k2,2n -k3,3n Top2_Uls1_commonpeaks_temp.bed > Top2_Uls1_commonpeaks.bed
```

```
mergeBed -i Top2_Uls1_commonpeaks.bed > Top2_Uls1_commonpeaks_merged.bed
```

```
sort -k1,1 -k2,2n -k3,3n unique_${PEAK1}_temp.bed > unique_${PEAK1}.bed
```

```
sort -k1,1 -k2,2n -k3,3n unique_${PEAK2}_temp.bed > unique_${PEAK2}.bed
```

where:

PEAK#= Merged peak file for ChIP to be compared (e.g. all Top2 peaks, or all Uls1 peaks)

Top2_Uls1_commonpeaks.bed= A peak list for locations where Top2 and Uls1 colocalise

Top2_Uls1_commonpeaks_merged.bed= A peak list for locations where Top2 and Uls1 colocalise

where overlapping peaks have been merged (this removes all duplicate peaks where a peak was in both the Top2 and Uls1 dataset)

unique_PEAK#= A peak list for locations where only this ChIP factor localises (e.g. unique Top2 peaks, or unique Uls1 peaks)

Boxplots for the datasets are then generated using an R based script (R Core Team, 2018):

```
TOP2_YPD_WT_all <- read.table("../coverage/TOP2_YPD_WT_coverage.bed")
```

```
TOP2_YPD_ULS1_all <- read.table("../coverage/TOP2_YPD_ULS1_coverage.bed")
```

```
TOP2_ACF_WT_all <- read.table("../coverage/TOP2_ACF_WT_coverage.bed")
```

```
TOP2_ACF_ULS1_all <- read.table("../coverage/TOP2_ACF_ULS1_coverage.bed")
```

```
ULS1_YPD_WT_all <- read.table("../coverage/ULS1_YPD_WT_coverage.bed") ULS1_ACF_WT_all
```

```
<- read.table("../coverage/ULS1_ACF_WT_coverage.bed")
```

```
TOP2_YPD_WT_test <- read.table("TOP2_YPD_WT_unique_ULS1_peaks.bdg")
```

```
TOP2_YPD_ULS1_test <- read.table("TOP2_YPD_ULS1_unique_ULS1_peaks.bdg")
```

```
TOP2_ACF_WT_test <- read.table("TOP2_ACF_WT_unique_ULS1_peaks.bdg")
```

```
TOP2_ACF_ULS1_test <- read.table("TOP2_ACF_ULS1_unique_ULS1_peaks.bdg")
```

```
ULS1_YPD_WT_test <- read.table("ULS1_YPD_WT_unique_ULS1_peaks.bdg")
```

```
ULS1_ACF_WT_test <- read.table("ULS1_ACF_WT_unique_ULS1_peaks.bdg")
```

```
#Boxplots of data
```

```
png("boxplot.png")
par(mar=c(10.1,4.1,2.1,2.1))
boxplot(TOP2_YPD_WT_all$V4, TOP2_YPD_ULS1_all$V4, TOP2_ACF_WT_all$V4,
TOP2_ACF_ULS1_all$V4, ULS1_YPD_WT_all$V4, ULS1_ACF_WT_all$V4,
TOP2_YPD_WT_test$V4, TOP2_YPD_ULS1_test$V4, TOP2_ACF_WT_test$V4, TOP2_ACF_ULS1
_test$V4, ULS1_YPD_WT_test$V4, ULS1_ACF_WT_test$V4, range=0, names=c("TOP2_YPD_WT",
"TOP2_YPD_ULS1", "TOP2_ACF_WT", "TOP2_ACF_ULS1", "ULS1_YPD_WT", "ULS1_ACF_WT",
"TOP2_YPD_WT", "TOP2_YPD_ULS1", "TOP2_ACF_WT", "TOP2_ACF_ULS1", "ULS1_YPD_WT",
"ULS1_ACF_WT"), las=2)
dev.off()
```

Supplementary Table 1

Strain number (HFY)	Genotype	Details
9	W303: <i>ade2-1 trp1-1 his3-11 his3-15 ura3-1 leu2-3 leu2-112 can1-100, RAD5+</i>	WT
26	HFY9, <i>uls1::KAN</i>	<i>uls1Δ</i>
27	HFY9, <i>rad51::URA3</i>	<i>rad51Δ</i>
33	HFY27, <i>uls1::KAN</i>	<i>rad51Δ uls1Δ</i>
71	HFY9, <i>uls1::URA3</i>	<i>uls1Δ</i>
118	PJ69-4A: <i>trp1-901 leu2-3,112 ura3-52 his3-200 gal4Δ gal80Δ LYS2::GAL1-HIS3 GAL2-ADE2 met2::GAL7-lacZ</i>	Y2H strain
155	BCY123: MATa, Can1, ade2, trp1, Ura3-52, his3, leu2-3, 112, pep4::his+, prb1::leu2+, bar1::HisG+, lys2::pGAL1/10-GAL4+	Protein expression strain
176	HFY71, <i>uls1::FLAG-ULS1 - TRP1</i>	FLAG-Uls1
188	HFY9, <i>TOP2::NAT-TOP2</i>	clonNAT cassette was integrated ~200 bp upstream of TOP2 ORF
189	HFY71, <i>TOP2::NAT-TOP2</i>	clonNAT cassette was integrated ~200 bp upstream of TOP2 ORF, <i>uls1Δ</i>
225	HFY71, <i>uls1::uls1 Δ350-655 - TRP1</i>	FLAG-Uls1 Δ350-655 (Top2 interaction deletion)
230	HFY71, <i>uls1::FLAG-uls1 C1385S -TRP1</i>	FLAG-Uls1 C1385S (RING mutant)
234	HFY71, <i>uls1::FLAG-uls1 Δ1-349-TRP1</i>	FLAG-Uls1 Δ1-349
250	HFY188, <i>TOP2::TOP2-3xHA-KAN</i>	Top2-3xHA integrated adjacent to <i>TOP2</i>
252	HFY189, <i>TOP2::TOP2-3xHA-KAN</i>	Top2-3xHA integrated adjacent to <i>TOP2, uls1Δ</i>
261	HFY71, <i>uls1::FLAG-uls1 I7A, L9A, I371A, I372A, I373A, L374A, L470A, L473A, L525A, L526A, L527A, T528A, I543A, L544A -TRP1</i>	FLAG-Uls1 mutSIM
263	HFY71, <i>TOP2::top2 Y510C-KAN, uls1::URA3</i>	Top2 suppressor Y510C, <i>uls1Δ</i>

264	HFY71, <i>TOP2::top2 I1121V-KAN</i>	Top2 suppressor I1121V,<br><i>uls1Δ</i>
275	HFY71, <i>uls1::FLAG-uls1 E1109Q -TRP1</i>	FLAG-Uls1 E1109Q (ATPase<br>mutant)
281	HFY71, <i>uls1::FLAG-NLS(SV40)-uls1 Δ1-349-TRP1</i>	FLAG-NLS-Uls1 Δ1-349
294	HFY9, <i>TOP2::TOP2-3xHA-KAN</i>	Top2-3xHA replaces <i>TOP2</i>
297	HFY71, <i>TOP2::TOP2-3xHA-KAN</i>	Top2-3xHA replaces <i>TOP2</i> ,<br><i>uls1Δ</i>

Supplementary Table 2

**Plasmid number<br>(HFP)**	**Containing ORF**	**Type of vector**
57	Empty	Gateway entry vector
122	Empty	pOAD expression vector
127	Empty	pOBD expression vector
133	Uls1 350-655	pOAD expression vector
134	Uls1 655-1619	pOAD expression vector
136	Uls1 1-1619	pOAD expression vector
150	Top2	pOBD expression vector
185	12URA-B-Top2(aa1-1428)	Top2 expression
193	Uls1 1-350	pOAD expression vector
219	pRSFDuet-1-6xHis-Twin-STEP-Uls1(aa350-655)	Uls1 expression (aa350-655)
221	pRSFDuet-1-6xHis-Twin-STEP-Uls1(aa655-963)	Uls1 expression (aa655-936)
222	pRSFDuet-1-6xHis-Twin-STEP-Uls1(aa1-350)	Uls1 expression (aa1-350)
271	12URA-B-Top2(aa1-1428, E66Q)	Top2 expression E66Q
273	12URA-B-Top2(aa1-1428, I1121V)	Top2 expression I1121V
288	Smt3	pOBD expression vector
362	Top2-3HA KanR	Top2-3HA tagging
385	TwinStrep-Uls1-6xHis	Uls1 expression (aa350-1619)
404	TwinStrep-Uls1-6xHis E1109Q	Uls1 expression ATPase null

How the deposited data were processed for this re-analysis (not part of the article)

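The series covers ChIP-seq of FLAG-tagged Uls1 and HA-tagged Top2 in budding yeast. It has 24 libraries in 12 groups of 2 replicates, with IP and input counted as separate groups. No library values, peaks or read depths were analysed here. The file analysed is the authors' annotation of the W303 genome, to which the paper's reads were mapped. According to the supplementary methods, the authors began with features found by the Yeast Genome Annotation Pipeline on the assembly ASM216351v1. They used BLASTn to look for ORFs that the pipeline had missed, and added names and size notes from S288C. They also searched the ARS consensus with Biopython and placed centromeres by BLAST. The version of the pipeline is not given in the sources used here. The submitters' processing notes name BWA, SAMtools, MACS2, bedtools, deepTools and ChIPseeker without versions. Values in the file are positions in bases and labels, and carry no replicate error.

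Feature classes were counted as labelled. Exon features of a tRNA gene were joined, which gave 117 genes, and these were used in the main tests of tRNA genes in the W303 annotation, except that of strand, which used every feature. Some alternatives used every feature or the tRNA genes of S288C, and the tests of gaps used the tRNA genes of S288C. W303 ORFs were matched to the S288C reference R64 by systematic name, and each build was used in its own coordinates. Genes named in the text are those the paper names, the centromeres, the regions of the ChIP-qPCR, members of fixed lists (ribosomal proteins, Snf2 family, topoisomerases, TFIIIC and TFIIIB), the 5 tRNA genes nearest to TKP/TY features and the 5 largest clusters of ARS features, a rule written before the data were examined. RPP1 fits the name pattern of the ribosomal proteins but encodes a subunit of RNase P and was left out, and HRQ1, a RecQ-type helicase on the Snf2 list, was counted apart from it. RSC30, CUP1-1, RNH203, the genes at the breaks and the right end of chromosome 16 and the genes beside the gaps given as examples were chosen after their values were seen.

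Positions were tested with permutation tests in which the features were placed at random on the same chromosome 100000 times, sets of ORFs and anticodon families with 10000 random draws, and counts with exact binomial or Fisher exact tests, all two-sided. Values of p were adjusted by the Benjamini-Hochberg method over 9 tests, and the threshold was an adjusted p of 0.05. Features within a genome are not independent replicates, and a p-value describes this annotation and not a population of genomes. Anticodons were read from the S288C sequence, and 273 of 275 nuclear tRNA genes could be read. The 34 genes with an anticodon in the annotation notes were all read the same. The placement test was checked on simulated data with 200 sets of 117 tRNA genes and 2000 placements each. Of sets with no effect 6.00% had a p under 0.05, and of sets with planted upstream genes 100% did. The planted sets had 70.1% of genes upstream on average, a large enrichment. A depletion of the size observed was not simulated, so the power to find it is not known. Simulated genes were placed by the same rule as the random ones, by their midpoint, so a bias of this rule could not be detected. Analyses used python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Alternatives changed windows, distances, the space for random placement, the features or chromosomes counted and the annotation used. Peak counts of Supplementary Figure S5A are the paper's, and exact binomial intervals at 95% were computed from them.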

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

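Chosen only after the result was seen were the alternatives that count strands per tRNA gene, use every tRNA feature, use S288C in place of W303, keep only ORF names used once, count families read in both strains, keep nuclear sequences alone for ARS or the nearest class, or split the chromosomes into 1 to 7 and 8 to 16. Of 92 alternatives 60 kept direction and side of the threshold or, for a count, stayed within 1.5 times its value. On nuclear chromosomes alone the counts were 277 ARS, 5617 ORFs and 514 ORFs of differing size. No paired analysis was possible because the labels share replicate numbers but no library values are in the file analysed. No read depth enters these results, and their precision is limited by the number of features.

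The share of tRNA features on the plus strand, 61.7%, was 53.8% per gene (exact binomial test, adjusted p = 0.52), because second exons are all listed on the plus strand. The share of tRNA genes upstream of ORFs, 28.2%, ranged from 22.5% to 32.9% with a chromosome left out (adjusted p 0.0039 to 0.49), and was no longer past the threshold without chromosome 2 (29.8%), 5 (30.7%) or 7 (32.9%). Within 1000 bp it was 59.0%. It reversed to above random, 28.2% against 14.9%, when placements could fall inside ORFs, which by construction lowers the random share. Placement outside ORFs kept only the midpoint of a random gene out of ORFs, which may raise the random share. The share near TKP/TY features, 13.7%, passed the threshold at 5000 bp (23.1%), against placement anywhere (13.7% against 3.69%) and in S288C (15.6%), and ranged from 11.2% to 15.8% with a chromosome left out. Here too placement anywhere lowers the random share by construction. In S288C retrotransposon genes counted as ORFs, so its random share is not the same measure as that of W303. Placement outside ORFs in W303 could fall inside TKP/TY features, which raises the random share at short distances. The share of ARS features in ORFs ranged from 24.0% to 30.7% with a sequence left out and was 23.4% for features wholly inside an ORF, each past the threshold. The odds ratio for size and chromosome ends fell to 1.25 for names used once, and the cause was not tested.

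Shares of the nearest class have no spread, so every change is listed. For tRNA genes, ARS, other classes and ORFs the shares were 1.03%, 2.40%, 4.21% and 92.4% with 500 bp regions, 1.28%, 3.24%, 4.26% and 91.2% with 1000 bp regions, 2.37%, 1.31%, 4.52% and 91.8% on chromosomes 1 to 7, and 0.953%, 1.20%, 4.23% and 93.6% on all nuclear chromosomes. Without ARS they were 0.954% for tRNA genes, 4.29% for other classes and 94.8% for ORFs, and on chromosomes 8 to 16 they were 1.12% for ARS, 4.04% for other classes and 94.8% for ORFs. Wider regions reach more short features by construction, since a tie in distance counted for tRNA genes, then ARS, before ORFs.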

Differences from the paper's values

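Counts of ORFs, tRNA features, ARS, Y' elements, TKP/TY features, unknown ORFs and ORFs of differing size equal the paper's. The paper gives 6600 ORFs for S288C, and the reference used here holds 6021 protein-coding genes, mitochondrial genes included. In the table of Supplementary Figure S5A the classes of Top2 peaks in uls1Δ cells with ACF sum to 2119, while the paper's total is 2120, and in the other conditions the classes sum to the paper's totals. The paper counts 141 tRNA genes, and the features of that number are 117 genes when exon features are joined.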

Other observations

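Chosen only after the result was seen were the tests of skipped numbers for tRNA genes, of introns and repeated names for ORF size, of gap length at tRNA genes over all gaps, of ORF order on chromosome 16, and of consensus words read backwards. The strand test of tRNA features was planned, but its use as a check on the missing tRNA genes was chosen afterwards.

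Gaps between ORFs that hold a tRNA gene differed in length between W303 and S288C more often than other gaps. Gaps were measured between neighbouring ORFs that have a feature of unique name and S288C length, so some hold other ORFs. Of 250 such gaps with a tRNA gene 43 (17.2%) differed by over 150 bp, against 78 of 4704 others (1.66%), an odds ratio of 12.3 (Fisher exact test, p = 1.9e-26). In gaps with no other ORF in either strain, retrotransposon genes apart, 20 of 175 (11.4%) differed against 32 of 4093 (0.782%), an odds ratio of 16.4 (Fisher exact test, p = 2.5e-15). Among all gaps of at least 1000 bp the odds ratio was lower, at 3.38 (Fisher exact test, p = 1.3e-07). Among gaps of at least 1000 bp with no other ORF the odds ratio was 3.64 (Fisher exact test, p = 0.00057). Lengths above 1000 bp were not matched, so these tests cannot tell whether gap length alone accounts for the difference. Of the 20 differing gaps with no other ORF, at any length, 16 were longer in W303, 5 of them by 5500 to 6500 bp and 8 by 300 to 450 bp. The median S288C retrotransposon is 5922 bp long and the median long terminal repeat 331 bp. Examples are the gaps between ARP10 and TMN2 (longer by 5921 bp), TEN1 and LOT6 (5965 bp) and DFG5 and RNT1 (5929 bp). A candidate explanation is that Ty elements and their repeats came and went at tRNA genes after the strains parted, which was not tested by sequence.

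The order of 4980 ORFs was compared between the strains, and 15 chromosomes had no break of more than 5 places. Chromosome 16 had 2. A block of 59 ORFs from MEP3, an ammonium permease gene that starts at 67495, to ARR3, which ends at 191756, belongs to the right arm in S288C but stands between THI21, a thiamine synthesis gene, and CLN2 on the left arm. TKP/TY features lie at both breaks, against 46 of 4962 other neighbouring pairs (0.927%, Fisher exact test, p = 9.2e-05). The intervals at the breaks span 11792 and 43463 bp, and interval length was not matched, so length alone may account for these features. The right end of the chromosome closes with TKP/TY features after RRP9. The 5 Y' elements inside the chromosome are consistent with sequences joined end to end in the assembly at Ty repeats, but a rearrangement in the sequenced strain stays open, because reads across the joins were not analysed here. The subtelomeric window at that end would then not be a subtelomere.

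No tRNA feature is annotated on chromosomes 8 to 16. Loss of most of the genes from the strain is argued against by the gaps between flanking ORFs, whose median difference from S288C was 0 bp over 153 tRNA genes. The gap was shorter in W303 by 60 to 150 bp for 1 of them, shorter by over 150 bp for 5 and longer by over 150 bp for 19, and loss of single genes in these was not tested. Annotation of a single strand is argued against by 61.7% of features, and 53.8% of genes, on the plus strand. The running numbers in the tRNA names skip 147 values, near the 154 tRNA genes that S288C has on these chromosomes. For 17 of 20 amino acids the skipped numbers did not exceed the S288C genes there. For arginine (13 against 11), methionine (8 against 7) and asparagine (8 against 7) they did. A list of which only a part was kept could leave such skips. A class of tRNA genes limited to chromosomes 1 to 7 may lower the number of peaks assigned to tRNA genes. Whether it changed any result of the paper was not tested.

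The nuclear ARS features number 0.989 times the consensus matches on the plus strand of S288C (280) and 0.500 times those on both strands (554), which is consistent with a search of 1 strand only. The share inside ORFs was 25.5% over all ARS features and 30.7% over the nuclear ones. Base composition was tested in S288C on the 4 consensus words that are no consensus word when read backwards, so that no match was counted on both sides. These lay in ORFs in 28.5% of matches and the backward words in 46.6%, a difference of -18.1 percentage points (Fisher exact test, p = 9.0e-05), which single-base composition alone would not give. The backward words themselves lay below the 72.8% of S288C bases in ORFs, so composition may give part of the shortfall. Reading backwards does not keep the order of bases, so other sequence properties were not tested. In annotated origins lay 26.8% of the matches to the 4 consensus words and 1.83% of the backward ones (Fisher exact test, p = 1.2e-15). The other 4 words cannot be tested in this way. No biological explanation for the number of matches was tested.

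ORFs that differ in size had an intron in S288C in 30.2% of cases against 2.04% (odds ratio 20.8, Fisher exact test, p = 3.5e-102), a name used more than once in 13.7% against 1.63% (odds ratio 9.64, p = 9.9e-35), and an odds ratio of 1.70 for nearness to an end. None of these applied to 280 (53.4%). tRNA genes lay upstream of ORFs less often than placement outside ORFs (28.2% against 39.4%) but more often than placement anywhere (14.9%). Placement outside ORFs let random genes overlap an ORF, so the lower share cannot tell depletion from the placement rule. Nearness to TKP/TY features did not pass the threshold within 2000 bp (13.7% against 10.3%), while in the same direction the share within 5000 bp (23.1%), the median distance (48327 bp), placement anywhere (13.7% against 3.69%) and S288C (15.6% against 4.51%) did. Placement anywhere lets random genes fall inside ORFs, which by construction lowers the random share. In S288C retrotransposon genes counted as ORFs, so its random share is not the same measure as that of W303. Placement outside ORFs in W303 could fall inside TKP/TY features, which raises the random share at short distances. No difference was shown for the distance of ribosomal protein genes to tRNA genes (17266 bp) or for the number of anticodon families (36).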
